# Prostate cancer extracellular vesicles mediate intercellular communication with bone marrow cells and promote metastasis in a cholesterol‐dependent manner

**DOI:** 10.1002/jev2.12042

**Published:** 2020-12-31

**Authors:** Stephen E. Henrich, Kaylin M. McMahon, Michael P. Plebanek, Andrea E. Calvert, Timothy J. Feliciano, Samuel Parrish, Fabio Tavora, Anthony Mega, Andre De Souza, Benedito A. Carneiro, C. Shad Thaxton

**Keywords:** bone, cholesterol, exosomes, extracellular vesicles, metastasis, myeloid, pre‐metastatic niche, prostate cancer

## Abstract

Primary tumours can establish long‐range communication with distant organs to transform them into fertile soil for circulating tumour cells to implant and proliferate, a process called pre‐metastatic niche (PMN) formation. Tumour‐derived extracellular vesicles (EV) are potent mediators of PMN formation due to their diverse complement of pro‐malignant molecular cargo and their propensity to target specific cell types (Costa‐Silva et al., 2015; Hoshino et al., 2015; Peinado et al., 2012; Peinado et al., 2017). While significant progress has been made to understand the mechanisms by which pro‐metastatic EVs create tumour‐favouring microenvironments at pre‐metastatic organ sites, comparatively little attention has been paid to the factors intrinsic to recipient cells that may modify the extent to which pro‐metastatic EV signalling is received and transduced. Here, we investigated the role of recipient cell cholesterol homeostasis in prostate cancer (PCa) EV‐mediated signalling and metastasis. Using a bone metastatic model of enzalutamide‐resistant PCa, we first characterized an axis of EV‐mediated communication between PCa cells and bone marrow that is marked by in vitro and in vivo PCa EV uptake by bone marrow myeloid cells, activation of NF‐κB signalling, enhanced osteoclast differentiation, and reduced myeloid thrombospondin‐1 expression. We then employed a targeted, biomimetic approach to reduce myeloid cell cholesterol in vitro and in vivo prior to conditioning with PCa EVs. Reducing myeloid cell cholesterol prevented the uptake of PCa EVs by recipient myeloid cells, abolished NF‐κB activity and osteoclast differentiation, stabilized thrombospondin‐1 expression, and reduced metastatic burden by 77%. These results demonstrate that cholesterol homeostasis in bone marrow myeloid cells regulates pro‐metastatic EV signalling and metastasis by acting as a gatekeeper for EV signal transduction.

## 1 INTRODUCTION

Extracellular vesicles (EV) are particles released by cells that are delimited by a lipid bilayer and incapable of replication (Thery et al., 2018). Sub‐types of EVs include endosome‐originating exosomes, plasma membrane‐derived ectosomes or microvesicles, large oncosomes, apoptotic bodies, and others. Small EVs (sEV), on the order of 30–200 nm in diameter, are often released in abundance by neoplastic cells and have been shown to promote metastasis by communicating with cells at distant, pre‐metastatic organ sites to create tumour‐favouring microenvironments, a process called pre‐metastatic niche (PMN) formation (Lobb, Lima, & Moller, 2017; Peinado et al., 2017). This phenomenon has been found to occur in melanoma (Peinado et al., 2012), pancreatic cancer (Costa‐Silva et al., 2015), prostate cancer (Dai et al., 2019), and other tumour types. Comparatively little attention has been paid, however, to the factors intrinsic to recipient cells that may influence the ability of tumour‐derived EVs to efficiently mediate PMN formation. Here, we investigate the role of recipient cell cholesterol homeostasis in regulating cancer EV‐mediated signalling and metastasis in the setting of prostate cancer (PCa).

PMN formation requires long‐range intercellular communication to be persistently mediated by soluble or membrane‐bound factors that originate from the primary tumour (Karnezis et al., 2012; Liu & Cao, 2016; Peinado et al., 2017). After traversal of vascular and interstitial spaces, these factors eventually engage with the cholesterol‐rich plasma membrane of recipient cells at pre‐metastatic organ sites. The synaptic events of intercellular communication, such as ligand‐receptor interactions or endocytosis, may then lead to successful transduction of a pro‐metastatic signal, for instance by perturbing intracellular signalling and/or gene expression. These events are tightly controlled by the organization of the recipient cell's plasma membrane (Bethani, Skanland, Dikic, & Acker‐Palmer, 2010; Fessler & Parks, 2011) which, in turn, is regulated by cholesterol. Cholesterol comprises approximately 40 mol% of mammalian plasma membrane lipids (Steck & Lange, 2018), and alters membrane organization by influencing protein scaffolding (Epand, Sayer, & Epand, 2005; Paila & Chattopadhyay, 2010; Sheng et al., 2012), lipid raft stability (Lajoie & Nabi, 2010; Simons & Ehehalt, 2002), and the cohesion and orientation of membrane phospholipids (Martinez‐Seara, Rog, Karttunen, Vattulainen, & Reigada, 2010). In addition, cholesterol is required for the structure of clathrin and caveolin‐dependent membrane invaginations, and lipid raft‐dependent signalling and endocytosis (Hoop, Sivanandam, Kodali, Srnec, & van der Wel, 2012; Lajoie & Nabi, 2010). Hence, cholesterol is well‐poised to globally regulate the efficiency of intercellular communication in PMN formation and other settings. Moreover, our group and others have shown that perturbation of cell membrane cholesterol can inhibit uptake of EVs by recipient cells (Plebanek et al., 2015; Svensson et al., 2013). We therefore hypothesized that cellular cholesterol burden at pre‐metastatic sites may critically regulate the efficiency of cancer EV‐mediated intercellular communication with target cells at these sites.

The bone marrow compartment is a dynamic repository for triglycerides, fatty acids, and cholesterol, and is particularly sensitive to serum lipid levels (Rosen, Ackert‐Bicknell, Rodriguez, & Pino, 2009; Wang, Leng, & Gong, 2018). Hence, it represents an ideal tissue for probing lipid‐dependent intercellular communication. Moreover, bone marrow‐derived cells (BMDC) are frequently the targets of pro‐metastatic signals originating from the primary tumour, making the bone marrow compartment a hotbed for pro‐metastatic signalling and metastasis (Chow et al., 2014; Costa‐Silva et al., 2015; Liu & Cao, 2016; Peinado et al., 2012; Yu et al., 2007). Tumour‐derived EVs frequently target BMDCs and have proven to be versatile and potent mediators of PMN formation via horizontal transfer of pro‐metastatic biochemical signals (Costa‐Silva et al., 2015; Dai et al., 2019; Hoshino et al., 2015; Maas, Breakefield, & Weaver, 2017; Peinado et al., 2012; Peinado et al., 2017). Therefore, we investigated tumour‐derived EVs as mediators of pro‐metastatic signalling and identified bone marrow‐resident myeloid cells as a potential target cell population. Finally, we focused on a uniformly lethal metastatic process, namely the development of bone metastases in PCa. Approximately 90% of men who succumb to PCa are found to have bone metastasis at autopsy (Bubendorf et al., 2000). Moreover, PCa bone metastases are heavily laden with cholesterol in comparison to healthy bone and metastases of other origins (Thysell et al., 2010), making PCa bone metastasis particularly attractive for a case study in cholesterol‐dependent PMN formation.

## 2 MATERIALS AND METHODS

### 2.1 Cell cultures

All cells were maintained at 37°C, 5% CO_2_, and were handled under sterile conditions in an Esco Class II Type A2 biosafety cabinet. EnzR CWR‐R1 cells and EnzR LNCaP cells were gifts from Dr. Donald Vander Griend (University of Illinois at Chicago) and were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium containing 10% FBS, 1% penicillin/streptomycin and 20 µM enzalutamide. PC3, DU145, LNCaP (non‐resistant), CWR‐R1 (non‐resistant), PNT2 and THP1‐Dual cells (ATCC, Manassis, VA) were cultured in RPMI containing 10% fetal bovine serum (FBS), and 1% penicillin/streptomycin. RAW264.1 (ATCC) cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) containing 10% FBS and 1% penicillin/streptomycin. Cells were passaged upon reaching approximately 70–80% confluence.

### 2.2 Experimental animals

Mice were housed and maintained in the Northwestern University Center for Comparative Medicine, according to NIH guidelines and in concordance with protocols approved by the Northwestern University Institutional Animal Care and Use Committee (IACUC). Male C57BL/6 mice (3–6 weeks) were obtained from the Jackson Laboratory and male C.B.‐17 SCID mice (3–4 weeks) were obtained from Taconic Biosciences.

### 2.3 Bone marrow isolation

Total bone marrow was harvested from healthy male C57BL/6 mice by dissecting hind limbs immediately after euthanasia, soft tissue was removed, and bone marrow cavities of femurs and tibias were flushed with phosphate buffered saline (pH = 7.4) (PBS). Flushed cells and tissue were then passed through 70 µm filters to remove non‐cellular tissue components and debris. Cells were then centrifuged at 300 x *g* and resuspended in Red Blood Cell Lysis Buffer (Invitrogen) for 5 min to lyse RBCs followed by centrifugation at 300 x *g*.

### 2.4 Primary bone marrow macrophage culture

Bone marrow cells were harvested as described above, cells were resuspended in DMEM containing 10% FBS, 1% penicillin/streptomycin, and 20 ng/ml M‐CSF (BioLegend). Cells were then seeded in 6 cm dishes at 1 million cells/dish and macrophage differentiation proceeded for 7 days, with 5 ml of fresh, M‐CSF containing medium added at day 4.

### 2.5 EV isolation

Cells were cultured and grown into 15 cm dishes. When cells reached approximately 70–80% confluence, cells were washed with PBS and transferred to fresh media containing EV‐free serum for 48 h. Media was then collected and subjected to centrifugation at 300 x *g* for 5 min to pellet cells, then 2000 x *g* for 15 min to remove cellular debris. The supernatant was then transferred to ultracentrifuge tubes and ultracentrifuged at 10,000 x *g* for 30 min to pellet and remove large vesicles. The supernatant was then transferred to new ultracentrifuge tubes and ultracentrifuged twice at 100,000 x *g* for 90 min to pellet EVs; the EV pellet was washed with PBS between the two centrifuge steps to remove co‐pelleted non‐EV components, and then resuspended in PBS. After the final round of centrifugation, EVs were resuspended in PBS and then either stored at 4°C for short‐term use (less than 3 days) or stored at −80°C for later use. Protein content of EVs was determined by BCA and treatment dosing was determined by EV protein concentration.

### 2.6 HDL NP synthesis

High‐density lipoprotein‐like nanoparticles (HDL NPs) were synthesized according to published protocols. Briefly, particle synthesis was initiated by adding purified apolipoproteinA‐1 (apoA‐1) (MyBioSource) at fivefold molar excess to a solution of 5 nm diameter citrate‐stabilized, colloidal gold nanoparticles (Au NPs) (80–100 nM; Ted Pella, Inc). The suspension was vortexed briefly, and placed on shaker at RT for 1 h. Next, two species of phospholipid – 1,2‐dipalmitoyl‐*sn*‐glycero‐3‐phosphoethanolamine‐*N*‐[3‐(2‐pyridyldithio)propionate] (PDP PE) and 1,2‐dipalmitoyl‐*sn*‐glycero‐3‐phosphocholine (DPPC) (Avanti Polar Lipids)— were added to the suspension at 250‐fold molar excess to Au NPs in a mixture of ethanol and water (1:4) and incubated for 4 h at RT with gentle mixing on a flat‐bottom shaker. HDL NPs were then purified and concentrated using tangential flow filtration. HDL NP concentration was determined using UV‐Vis spectroscopy (ε_Au NP_ = 9.696 × 10^6^ M^–1^ cm^–1^, λ_max_ = 520 nm) and size was confirmed using dynamic light scattering.

### 2.7 Transmission electron microscopy and dynamic light scattering

EV samples were fixed by adding an equal volume of 4% paraformaldehyde (PFA) to the EV suspension and incubating at room temperature for 10 min. 5 µl of EV suspension were deposited on 300‐mesh carbon‐coated copper grids to adsorb for 20 min. Grids were then floated on 100 µl drops of PBS on parafilm for 2 min. Grids were then transferred to 50 µl drops of 1% glutaraldehyde for 5 min. Next, grids were washed on 100 µl drops of PBS for a total of 8 washes and 2 min per wash. Grids were then transferred to 50 µl drops of uranyl oxalate, pH = 7, for 5 min, and finally to 50 µl drops of methyl cellulose‐uranyl acetate for 10 min on ice. Excess fluid was then blotted off on filter paper, and grids were dried at room temperature for 20 min prior to imaging or storage. Imaging was performed using a FEI Tecnai Spirit transmission electron microscope (TEM) operating at 80 kV. Hydrodynamic diameter of EVs was determined by dynamic light scattering (DLS), which was performed using a Zetasizer Nano ZS (Malvern). EV samples were diluted to concentrations of 1–10 µg EV protein per ml in PBS. Hydrodynamic diameters reported are the average of three separate measurements of a single sample, with each measurement being the cumulative result of ten runs.

### 2.8 EV fluorescent labelling

EVs were isolated from cultured cells in an identical manner as described above, with the exception that prior to the last round of ultracentrifugation at 100,000 x *g*, the lipophilic fluorescent dye 1,1′‐Dioctadecyl‐3,3,3′,3′‐Tetramethylindocarbocyanine Perchlorate (DiI) was added to the EV sample at a concentration of 2.5 µM in PBS. After the final round of centrifugation, supernatant containing excess DiI was discarded prior to resuspension of the EV pellet.

### 2.9 Flow cytometry

DiI‐labelled EVs or vehicle control (PBS) were injected via tail vein into male C57BL/6 mice (10 µg EV protein) 24 h prior to euthanasia. For in vivo uptake inhibition experiments, mice were subjected to HDL NP injection via tail vein (100 µM, 100 µl) 24 h prior to injection of DiI‐labelled EVs. Bone marrow cells were then isolated as described above, washed in PBS, and resuspended in FACS buffer [PBS containing 1% bovine serum albumin (BSA), 0.1% sodium azide]. Samples were stained in LIVE/DEAD Aqua Dead Cell stain (ThermoFisher) for 20 min at RT, washed in FACS buffer, and then blocked in F_c_ block (BD Pharmingen) for 20 min at RT. Cells were then incubated in 100 µl of fluorophore‐conjugated antibody cocktail (APC anti‐mouse/human CD11b, PE‐Cy7 anti‐mouse Ly6C, Brilliant Violet anti‐mouse Ly6G; BioLegend) (1:100 dilutions for all antibodies) for 1 h at 4°C protected from light, and then washed in FACS buffer. Samples were then analyzed using a BD LSR Fortessa Analyzer and data was processed using FlowJo software. A sample of the gating scheme is shown in Figure S1c. Experiments were performed using *n* = 3 mice per group.

### 2.10 In vitro EV uptake studies

Cells were plated at 20,000 cells per well in 24‐well plates on top of glass coverslips, in 0.5 ml of culture medium. The following day, cells were washed three times in PBS prior to treatment with DiI‐labelled EVs with or without HDL NP pre‐treatment (2 h) in serum‐free media. For all in vitro EV uptake experiments excepting time‐dependence studies (Figure 2a and c, Figure S1a, Figure S4), EV uptake was allowed to proceed for 30 min. For time‐dependence studies, EV uptake proceeded for 30 min, 2 h, or 12 h. Cells were then washed three times in PBS and fixed in 4% paraformaldehyde for 15 min at RT. Subsequently, cells were washed three times in PBS, and incubated with AlexaFluor488‐Phalloidin (1:1000) (Abcam) and DAPI (300 nM) for 1 h at RT. Cells were then washed three times in PBS and mounted on microscopy slides in Fluoromount G mounting medium (Southern Biotech). Three distinct samples from each group were imaged using a Nikon A1R Spectral confocal microscope.

### 2.11 Osteoclast differentiation studies

For in vitro osteoclast differentiation assays, RAW264.7 cells were seeded at a density of 25,000 cells per well in 24‐well tissue culture plates. After 48 h, cells were incubated with vehicle control (PBS), EnzR EVs (5 µg/ml EV protein) with or without RANKL (20 µg/ml), or RANKL alone for 7 days, with fresh media containing EVs and/or RANKL added at day 4. For in vitro HDL NP inhibition studies, HDL NPs (100 nM) were added to the media 2 h prior to addition of EnzR EVs, and osteoclast differentiation was allowed to proceed for 7 days, with fresh media containing HDL NPs and EnzR EVs added at day 4. After 7 days, cells were then fixed in 4% PFA and stained with TRAP using a commercially available kit (Sigma) according to the manufacturer's protocol. Experiments were performed using three distinct biological replicates per group.

For in vivo osteoclast differentiation studies, C57BL/6 mice were subjected to three tail vein injections of EnzR EVs (10 µg EV protein per injection) at 48 h intervals. Mice were euthanized 24 h after the third injection, hind limbs were dissected, soft tissue was removed, and bones were fixed in 10% neutral buffered formalin (NBF) for 3–5 days. Hind limb bones were then rinsed twice in PBS, placed in 70% ethanol for 24 h, and decalcified in 20% EDTA for 10 days prior to paraffin embedding, sectioning, and mounting on microscopy slides. TRAP staining was then performed to visualize osteoclasts using a commercially available kit (Sigma) according to the manufacturer's protocol. Experiments were performed using *n* = 3 mice per group.

### 2.12 NF‐κB reporter assay

THP1‐Dual cells were maintained in culture medium containing 10 µg/ml blasticidin and 100 µg/ml Zeocin to maintain selection pressure and passaged every three days. Cells were seeded in 96‐well plates at 100,000 cells/well in 180 µl of cell suspension. Then 20 µl of EnzR EVs, vehicle control (PBS), or positive control (LPS) were added to each well to achieve the desired final concentration. Plates were incubated at 37°C for 24 h. QUANTI‐Blue solution was then prepared according the manufacturer's instructions, 180 µl of QUANTI‐Blue solution were added to each well of a new 96‐well plate, and 20 µl of THP1‐Dual supernatant were added to each well. Plates were incubated at 37°C for 2 h and SEAP levels were determined by measuring absorbance using a Synergy Plate Reader. For HDL NP inhibition experiments, the experimental conditions were identical with the exception that HDL NPs (100 nM) were added to THP1 cells 2 h prior to addition of EnzR EVs. NF‐κB activity was measured from four distinct biological replicates per group.

### 2.13 Radiolabeled cholesterol efflux assay

THP1 monocytes were seeded into 24‐well plates at a density of 50,000 cells/well and differentiated into macrophages by incubating with 100 ng/ml phorbol 12‐myristate 13‐acetate (PMA) for 48 h at 37°C. Cells were then washed three times with PBS and fresh, non‐PMA containing media was added to allow cells to recover for 24 h prior to loading with tritium‐labelled cholesterol ([^3^H]‐chol). An ethanol stock solution of [^3^H]‐chol was evaporated to generate a thin film, re‐dissolved in 1 ml ethanol and incubated at 37°C for 60 min. The solution was then evaporated again, re‐dissolved in 50 µl ethanol, and incubated at 37°C for 30 min. FBS was then added to the solution of [^3^H]‐chol at a quantity calculated to enable labelling of cells the following day with 1 µCi [^3^H]‐chol per well in 5% FBS containing culture medium. The resulting mixture was incubated at 4°C overnight. On the following day, serum‐free RPMI with 1% penicillin/streptomycin was added to the mixture of [^3^H]‐chol and FBS to yield a labelling medium comprising 2 µCi/ml [^3^H]‐chol, 5% FBS. Cells were washed three times with PBS and 500 µl of labelling medium were added to the cells. After 24 h, cells were washed three times with PBS to remove excess [^3^H]‐chol, and fresh culture medium with HDL NPs or vehicle (PBS) control was added. Cholesterol efflux was allowed to proceed for 4 h when cells were washed three times with PBS, lipids were extracted with isopropanol, and [^3^H]‐chol was quantified using liquid scintillation counting. [^3^H]‐chol was quantified from four distinct biological replicates per group.

### 2.14 In vivo bone marrow cellular cholesterol quantification studies

Male C57BL/6 were injected with HDL NPs (100 µl, 1 µM) or vehicle alone (PBS) via tail vein 2 h prior to euthanasia when hind limbs were dissected and bone marrow cells were isolated as described above. Each bone marrow sample was then divided into two groups: one for quantification of cellular cholesterol in total bone marrow cells and the other for quantification of cellular cholesterol in bone marrow monocytes. For the latter group, a commercially available mouse bone marrow isolation kit (EasySep) was used to isolate monocytes from total bone marrow. Amplex Red Cholesterol Assay (ThermoFisher) was then used to quantify cellular cholesterol in both groups according to the manufacturer's instructions. Protein content of the samples was determined by BCA, and cholesterol quantification was normalized to the protein content. Experiments were performed using *n* = 5 mice per group.

### 2.15 Immunohistochemistry

Male C57BL/6 mice were subjected to three tail vein injections of EnzR EVs (10 µg EV protein per injection) or vehicle (PBS) control at 48 h intervals. Mice were euthanized 24 h after the third injection, hind limbs were dissected, soft tissue was removed, and bones were fixed in 10% neutral buffered formalin (NBF) for 3–5 days. Hind limb bones were then rinsed twice in PBS, placed in 70% ethanol for 24 h, and decalcified in 20% EDTA for 10 days prior to paraffin embedding, sectioning, and mounting on microscopy slides. Tissues were deparaffinized and rehydrated by incubating twice in xylene for 5 min, and then undergoing successive 10‐minute incubations in 100% ethanol, 95% ethanol, 70% ethanol, distilled water and finally PBS. Tissues were then washed and permeabilized in TBS‐Triton (0.025% Triton X‐100) twice for five minutes and blocked in TBS with 1% BSA, 10% donkey serum. Primary antibodies (anti‐mouse TSP1, Abcam, 1:50 dilution; anti‐mouse/human VCAN, Sigma, 1:100 dilution; anti‐mouse Type I Collagen, Sigma, 1:100 dilution) were then added using TBS, 1% BSA as a diluent and allowed to incubate for 24 h at 4°C. Tissues were then washed twice in TBS‐Triton for 5 min each, prior to adding fluorescently tagged secondary antibodies at 1:250 dilutions in TBS, 1% BSA. Tissues were then washed with TBS for 5 min, then DAPI (300 nM) in TBS, and once more in TBS for five minutes prior to mounting and cover slipping on microscopy slides in Vectashield mounting media. Slides were imaged using a Nikon A1R spectral confocal microscope. Experiments were performed using *n* = 3 mice per group.

### 2.16 Surgical castration

Male C.B.‐17 SCID mice aged 3–4 weeks were surgically castrated two weeks prior to injection of tumour cells. Mice were anesthetized under inhaled isoflurane. The incision area was swabbed with alcohol and betadine prior to surgery. A single 2–4 mm incision was made in the inferior scrotum. One testicle was removed from the scrotum, a knot was tied around the base of the testicle, and the testicle was excised with surgical scissors. The process was repeated for the other testicle. The incision site was then closed with absorbable sutures. Mice were given intraperitoneal injections of meloxicam (5 mg/kg) once per day for two days following the operation.

### 2.17 Metastasis experiments

Male C.B.‐17 SCID mice (Taconic Bioscience) were castrated two weeks prior to intracardiac injection of EnzR CWR‐R1 cells. Five days prior to intracardiac injection, mice were subjected to three rounds of tail vein injections with EnzR EVs (10 µg EV protein per injection, 100 µl) or vehicle control (PBS) at 48 h intervals. One group of mice was also subjected to three rounds of HDL NP injections (100 µM, 100 µl) via tail vein on alternating days from EnzR EV injections, beginning 24 h prior to the first EnzR EV injection. On the day of intracardiac injection, mice were anesthetized under inhaled isoflurane, the injection site was swabbed with alcohol and betadine, the syringe needle was then advanced through the skin approximately 1 cm to the left of the inferior sternum and 5 mm inferior to the sternum. The needle was then advanced through the diaphragm and into the left ventricle, and luciferase‐expressing EnzR CWR‐R1 cells (250,000 cells) were injected into the left ventricle over the course of 15–20 s. Mice were monitored for signs of pain following the procedure and meloxicam was administered as needed. Tumour burden was assessed at 2 weeks post‐intracardiac injection via bioluminescence imaging. Mice were injected intraperitoneally with luciferin (150 mg/kg) 5 min prior to bioluminescence imaging under anaesthesia. Experiments were performed using *n* = 8 mice per group for experimental groups (EnzR EVs; EnzR EVs + HDL NP) and *n* = 5 mice were used for the PBS control group.

### 2.18 Adhesion assay

Recombinant type I collagen (Sigma), TSP1 (R&D Systems), and VCAN (Ray Biotech) were diluted to 100 µg/ml in PBS. All ECM substrates were then prepared at a final total protein concentration of 5 µg/ml using the appropriate combination of each of the three components. The remainder of the substrate that did not call for TSP1 or VCAN was filled with type I collagen. For instance, a condition that called for 5% TSP1, 45% VCAN would be prepared by adding 5 equivalents of TSP1, 45 equivalents of VCAN, and 50 equivalents of type I collagen. Substrates were then sonicated to achieve greater alignment of ECM fibrils. 100 µl of each substrate were then added in triplicate to wells in 96‐well plates and incubated for 2 h at room temperature. Excess substrates were then removed by inverting the 96‐well plate over a plastic reservoir and tapping gently. Wells were washed twice with PBS and blocked with DMEM containing 10% FBS for 30 min at 37°C. Wells were washed once with PBS and 50,000 EnzR CWR‐R1 cells were added to each well in full serum‐containing culture medium and incubated at 37°C in an IncuCyte S3 system to enable live cell imaging of the adhesion process. Cells were imaged at 15 min intervals for the first 2 h and then every hour for the next 6 h. IncuCyte Analysis software was then used to analyse the results. Statistical testing was performed using three distinct biological replicates. Each data point from a single biological replicate represents the mean confluence across five technical replicates (distinct images from five different parts of the same tissue culture well).

### 2.19 RNA isolation for sequencing

For CD11b^+^ bone marrow cell RNA sequencing studies, male C57BL/6 mice were subjected to three rounds of tail vein injections with EnzR EVs (10 µg EV protein per injection, 100 µl) or vehicle control (PBS) at 48 h intervals. One group of mice was also subjected to three rounds of HDL NP injections (100 µM, 100 µl) via tail vein on alternating days from EnzR EV injections, beginning 24 h prior to the first EnzR EV injection. 24 h after the final injection, mice were euthanized and bone marrow cells were isolated as described above. CD11b^+^ cells were then isolated from the bone marrow population using a commercially available separation kit (EasySep) according to the manufacturer's instructions. mRNA was then isolated using RNeasy isolation kit (Qiagen). Experiments were performed using *n* = 3 mice per group for CD11b^+^ RNA isolation and sequencing.

### 2.20 RNA sequencing of CD11b^+^ mouse bone marrow cells

Stranded total RNA‐seq was conducted in the Northwestern University NUSeq Core Facility. Briefly, total RNA examples were checked for quality on Agilent Bioanalyzer 2100 and quantified with Qubit fluorometer. The Illumina TruSeq Stranded Total RNA Library Preparation Kit was used to prepare sequencing libraries from 200 ng of total RNA samples. The Kit procedure was performed without modifications. This procedure includes rRNA depletion, remaining RNA purification and fragmentation, cDNA synthesis, 3′ end adenylation, Illumina adapter ligation, library PCR amplification and validation. lllumina NextSeq 500 Sequencer was used to sequence the libraries with the production of single‐end, 75 bp reads.

The quality of DNA reads, in FASTQ format, was evaluated using FastQC.  Adapters were trimmed, and reads of poor quality or aligning to rRNA sequences were filtered. The cleaned reads were aligned to the *Mus musculus* genome (mm10) using STAR (Dobin et al, 2013). Read counts for each gene were calculated using htseq‐count (Anders et al, 2015) in conjunction with a gene annotation file for mm10 obtained from UCSC (University of California Santa Cruz; http://genome.ucsc.edu). Normalization and differential expression were determined using DESeq2 (Love et al, 2014). The cutoff for determining significantly differentially expressed genes was an FDR‐adjusted *P*‐value less than 0.05. A pathway analysis was performed on both gene lists using GeneCoDis (Tabas‐Madrid et al, 2012; Nogales‐Cadenas et al, 2009; Carmona‐Saez et al, 2007) to identify pathways enriched with genes that are upregulated and downregulated. Results were obtained from *n* = 3 mice per group. RNA sequencing data has been uploaded to NCBI GEO database (Accession: GSE158012).

### 2.21 Western blot

For Western blotting, 20 µg or 5 µg of total protein were used for cell lysates and EV protein respectively. Samples were diluted in Laemmli buffer and incubated at 98°C for 5 min. Protein samples were resolved using Tris/Glycine/SDS pre‐cast polyacrylamide gels and a BioRad Western blot system running at 200 V for 32 min. Protein was transferred from polyacrylamide gel to polyvinylidene fluoride membranes via wet transfer for 90 min at 70 V. Membranes were then blocked in 5% non‐fat milk in TBS‐Tween (0.1% Tween 20) for 1 h at RT. Membranes were incubated with primary antibodies at dilutions recommended by the manufacturer (anti‐CD9, Cell Signaling Technology, Cat#: D8O1A, 1:500 dilution; anti‐CD63, Novus Biologicals, Cat#: NB100‐77913, 1:250 dilution; anti‐flotillin‐1, BD Biosciences, Cat#: 610820, 1:500 dilution; anti‐GM130, BD Biosciences, Cat# 610822, 1:500 dilution) in blocking buffer for either 3 h at RT or overnight at 4°C, washed three times in TBS‐Tween for 10 min, and incubated with HRP‐conjugated secondary antibodies in blocking buffer for 1 h at RT. Membranes were then washed three times in TBS‐Tween for 10 min and developed in ECL detection reagents (GE Healthcare).

### 2.22 Statistics and reproducibility

All statistical analyses were performed using GraphPad Prism. Statistical significance was calculated using either unpaired two‐tailed Student's *t*‐test or one‐way ANOVA with Tukey's post‐hoc test, two‐sided. *P < 0.05, **P < 0.01, ***P < 0.001. No statistical methods were used to pre‐determine sample sizes, blinding, or randomization methods. The precise *n* for all experiments is explicitly indicated in each relevant Materials and Methods section, as well as in the main text and figure captions for select experiments. Details regarding the use of technical and biological replicates are described in the Materials and Methods.

## 3 RESULTS AND DISCUSSION

We first characterized a previously unreported axis of intercellular communication between PCa cells and bone marrow myeloid cells. We selected enzalutamide resistant (EnzR) CWR‐R1 cells as a source of EVs (EnzR EVs) and as a model of bone metastatic PCa. These cells exhibit two important characteristics of late stage PCa in humans: 1) resistance to anti‐androgen therapy, and 2) a propensity to seed clinically relevant sites of PCa metastasis (e.g., lung, bone, and liver) when systemically injected into mice (Kregel et al., 2016). EVs from normal prostate epithelial cells (PNT2 EVs) were used as a control. EnzR and PNT2 EVs were characterized by multiple complementary techniques in accordance with the most recent guidelines for characterization of EVs (Thery et al., 2018). The size and morphology of EnzR and PNT2 EVs were evaluated using transmission electron microscopy (TEM) and dynamic light scattering (DLS). TEM revealed vesicles exhibiting a cup‐shaped morphology typical of sEVs (Figure 1a and b), while DLS demonstrated hydrodynamic diameters in the size regime of sEVs (EnzR: *D_H_* = 101.0 ± 23.0 nm, PNT2: *D_H_* = 83.56 ± 31 nm) (Figure 1d and e). Both EnzR and PNT2 EVs expressed EV proteins (CD63, CD9, and Flotillin‐1), while they importantly lacked the *cis*‐Golgi marker GM130 (Figure 1f), indicating EV isolates of high purity. Moreover, we found that EnzR CWR‐R1 cells produced approximately five‐fold more EVs (EV protein per cell) than PNT2 cells (Figure 1c).

**FIGURE 1:**
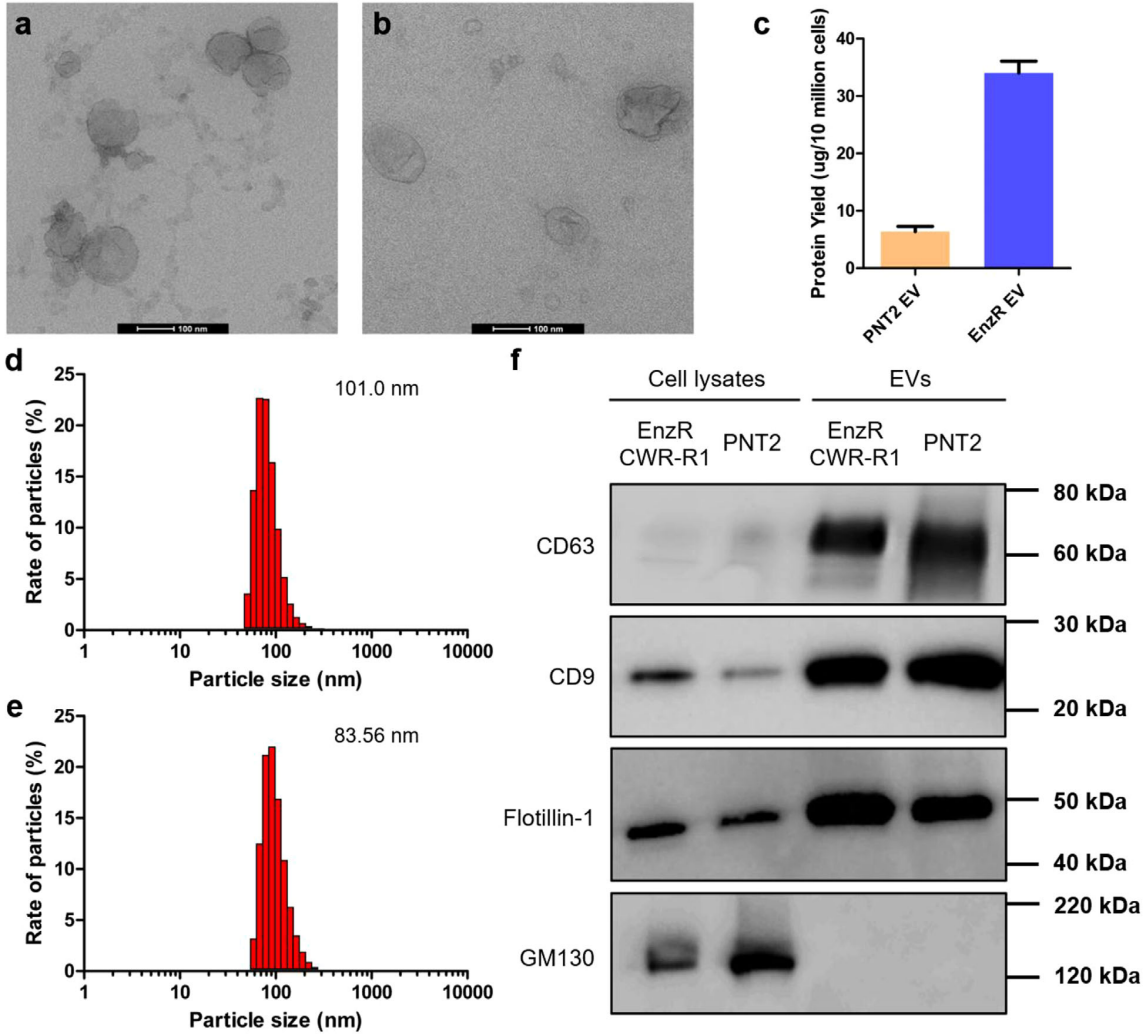
Characterization of EnzR and PNT2 EVs. Transmission electron microscopy imaging of (a) EnzR EVs and (b) PNT2 EVs. (c) Quantification of EV production by enzalutamide resistant CWR‐R1 cells (EnzR) and normal prostate epithelial cells (PNT2). Size distribution profiles of (d) EnzR EVs and (e) PNT2 EVs measured by dynamic light scattering. (f) Western blots of EnzR and PNT2 EVs and cell lysates for EV‐enriched proteins (CD63, CD9, and Flotillin‐1) and the non‐EV, *cis*‐Golgi protein GM130

The site where circulating tumour cells initially seed the bone, whether in the appendicular or axial skeleton, is the highly vascular bone marrow compartment (Alix‐Panabieres, Riethdorf, & Pantel, 2008; Bidard et al., 2007; Pantel, 2010). Therefore, we first investigated whether EnzR EVs were efficiently taken up by bone marrow cells in vitro and in vivo. We found that fluorescently labelled (DiI) EnzR EVs were robustly uptaken by primary cultures of mouse bone marrow macrophages (BMMs) (Figure S1a) and by mouse bone marrow‐resident cells in vivo (Figure 2a and b) as determined by immunocytochemistry and flow cytometry, respectively. Notably, EnzR EVs were taken up by bone marrow cells in vivo to a greater extent than PNT2 EVs by approximately five‐fold (Figure 2b) (mean frequency of EV^+^ cells: PNT2 = 0.031%, EnzR = 0.14%).

**FIGURE 2:**
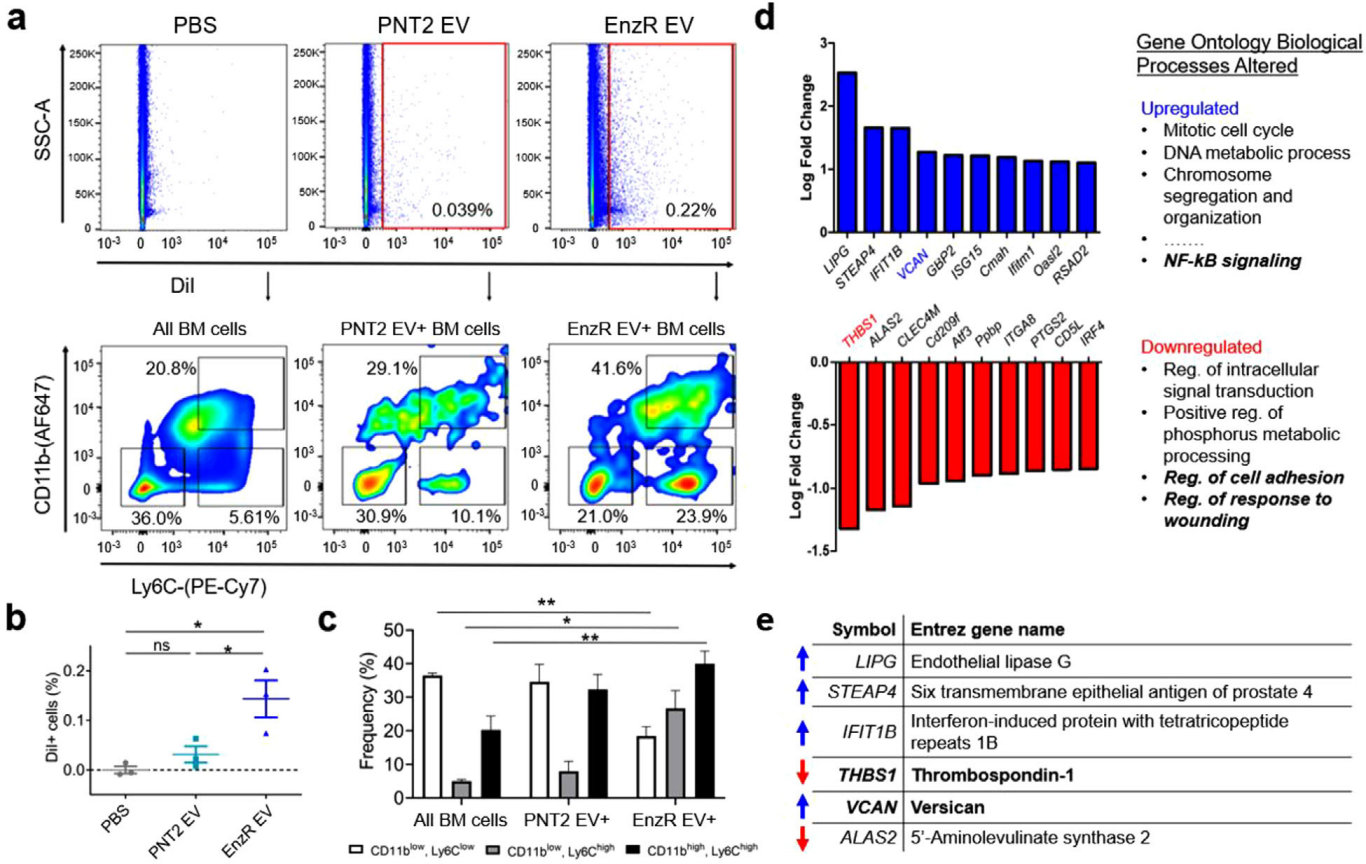
EnzR EVs mediate intercellular communication with bone marrow myeloid cells in vivo. (a) In vivo uptake of DiI‐labelled EnzR and PNT2 EVs in mouse bone marrow (top panel). Bottom panel displays the distribution of CD11b and Ly6C expressing cells. (b) Quantification of in vivo uptake of EnzR and PNT2 EVs in mouse bone marrow. (c) Distribution of CD11b and Ly6C expressing sub‐populations in EV‐targeted cells vs. PBS‐treated control total bone marrow. (d) Alterations in gene expression of CD11b^+^ bone marrow cells harvested from mice conditioned with EnzR EVs, determined by RNA sequencing (*n* = 3 per group), in relation to PBS treated control. (e) Entrez gene names for the genes with the greatest log2 fold changes in response to conditioning with EnzR EVs. One‐way ANOVA with Tukey's method, two‐sided was used to determine significance. *P < 0.05, **P < 0.01. Data are mean ± s.e.m

Next, we defined the target cell populations of EnzR EVs in the bone marrow compartment with greater specificity. The population of EV‐targeted cells was interrogated for myeloid, monocytic, and granulocytic markers (CD11b, Ly6C, Ly6G, respectively). We found that the EnzR EV‐positive cell population was enriched in CD11b^high^, Ly6C^high^ cells (monocytes) (40.0%) compared to the baseline frequency in total bone marrow (20.3%) (Figure 2a and c). By contrast, there was no difference in the frequency of Ly6G expressing cells (Figure S1b) between EnzR EV‐targeted cells and total bone marrow cells, indicating preferential communication of EnzR EVs with monocytic over granulocytic BMDCs. Interestingly, the population of cells targeted by EnzR EVs was enriched in both CD11b^low^, Ly6C^high^ and CD11b^high^, Ly6C^high^ cells (Figure 2c). Both of these cell types have been recognized as osteoclast precursor populations (Jacome‐Galarza, Lee, Lorenzo, & Aguila, 2013; Takegahara et al., 2016), which led us to further investigate the impact of EnzR EVs on osteoclast differentiation as a feature of PMN formation later in the study.

Next, we performed RNA sequencing of target bone marrow myeloid cells (CD11b^+^) to identify alterations in gene expression induced by EnzR EVs. 

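CD11b+ cells, the myeloid cells of the bone marrow, were isolated from 9 male C57BL/6 mice, 3 in each of 3 groups. Mice received PBS or EnzR EVs (10 µg of EV protein in 100 µl) in 3 tail vein injections 48 h apart, and the last group received HDL NPs as well as EnzR EVs, in 3 injections that alternated with the EnzR EVs. Marrow was harvested 24 h after the final injection. One library per mouse was made from 200 ng of total RNA after rRNA depletion and sequenced as single-end reads of 75 bp. The authors deposited, for each library, the number of reads counted on each of 23337 genes, without normalization; adapter trimming, the filters on poor-quality and rRNA reads, alignment to mm10 and counting are already included in these counts. Total counts ranged from 6006087 to 16381679 in the PBS group (median 15972757), from 2575776 to 18110561 in the EnzR EV group (median 8554487) and from 13231038 to 16611934 in the EnzR EV + HDL NP group (median 15602936). A gene with 3 counts, the floor used here, stood at 1.16 CPM (counts scaled to the library's total) in EnzR EVs replicate 1, the smallest library, and at 0.166 CPM in EnzR EVs replicate 2, the largest; these floors cover counting error only. Rn45s, a ribosomal RNA gene, took 42.7% of the counts of EnzR EVs replicate 1, 20.3% of PBS replicate 1 and 14.2% of EnzR EVs replicate 3, and between 0.657% and 2.87% of each of the other 6 libraries. The Pearson correlation of log2 CPM across genes lay between 0.863 and 0.994 for all pairs of libraries, and EnzR EVs replicate 1 reached at most 0.919 with any other library. Counts were normalized by edgeR's TMM method, and 12553 genes passed its filter on low counts. Changes are given as log2 fold changes from edgeR's quasi-likelihood test fitted to all 9 libraries, with a biological coefficient of variation of 0.259 and Benjamini-Hochberg adjusted p-values. Neither the labels nor the paper's text names a sequencing batch. With 3 mice against 3, a two-sided exact permutation test of a single gene cannot give a p below 0.10.

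**Figure D1:**
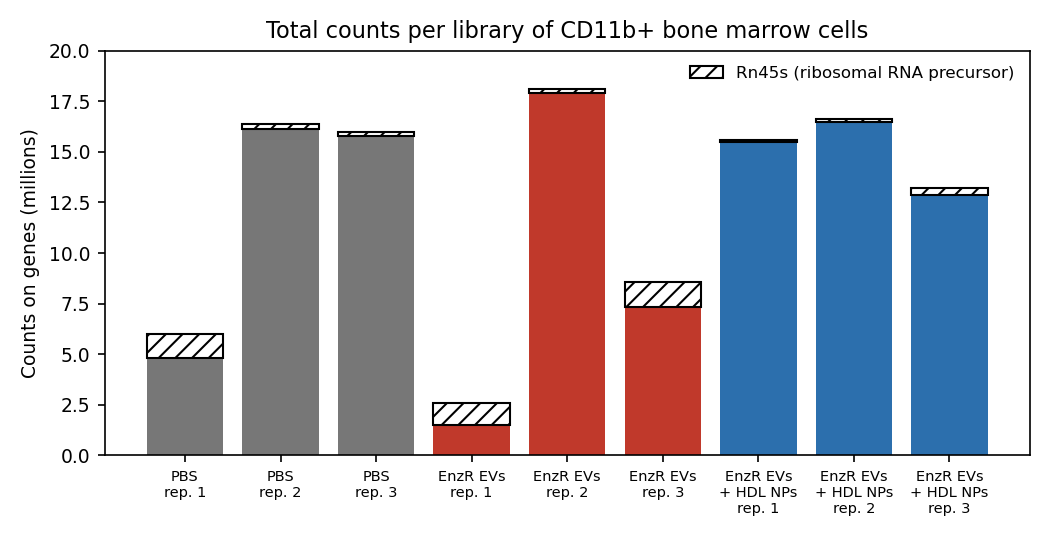
Total counts on genes in each of the 9 libraries, as read counts, with the part that falls on Rn45s hatched. EnzR EVs replicate 1 has the smallest total and the largest Rn45s share, 42.7%.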

To do this, we simulated PMN formation in vivo according to precedent literature (Costa‐Silva et al., 2015; Peinado et al., 2012; Plebanek et al., 2017) by subjecting mice to three rounds of systemic injections of EnzR EVs, a process we define as “conditioning”. 

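Between the EnzR EV and PBS groups, 0 of the 12553 genes had an adjusted p under 0.05 by edgeR. At an unadjusted p under 0.05 there were 436 genes, 195 higher and 241 lower after EnzR EVs, where 628 would fall under that threshold by chance. The 3 EnzR EV mice lay all above or all below the 3 PBS mice for 999 genes (7.96%), against 10% by chance. The smallest adjusted p was 0.200 from edgeR, for Ifit1 (chromosome 19, 34640871 to 34650009, GRCm38), at 72.8 ± 19.2 CPM (SD, n = 3) after EnzR EVs and 17.7 ± 5.70 CPM (SD, n = 3) after PBS, a log2 fold change of 2.04 (standard error 0.273). DESeq2, the tool the paper names, called 8 genes on the same 9 libraries. Ifit1 (adjusted p = 2.14e-08 by DESeq2), Rsad2 (adjusted p = 0.00179 by DESeq2) and H2-T24 (adjusted p = 3.59e-04 by DESeq2) were higher, and Thbs1, Atf3, Irf4, Niacr1 and Hspa1b were lower. H2-T24, Niacr1 and Hspa1b are named after their values were seen; Hspa1b has a close copy, Hspa1a, with which counted reads can be shared. Of the settings tried, limma's voom with sample quality weights, chosen after seeing the data, moved the count most, to 1990 genes. The genes of Figure 2d with a single mouse counterpart number 18, and the log2 fold change of all 18 had the direction drawn there. On the higher side these ran from 1.12 for Rsad2 and Oasl2 to 2.47 for Lipg (standard error 0.594, adjusted p = 0.928 by edgeR), with Vcan, Steap4, Gbp2, Isg15, Cmah and Ifitm1 between. On the lower side they ran from −0.998 for Ptgs2 to −2.48 for Cd209f, with Thbs1, Alas2, Atf3, Ppbp, Itga8, Cd5l and Irf4 between. Cd209f was near the floor, with 1, 12 and 8 counts in the EnzR EV mice and 4 in PBS replicate 1. Its groups overlapped (two-sided exact permutation test, p = 0.2). With one replicate left out, the value for Lipg ran from 1.99 to 3.73, and edgeR called it without PBS replicate 1. The unadjusted p was under 0.05 for 17 of the 18, all but Ppbp (unadjusted edgeR p = 0.197), and 17 passed when adjusted over the 18 genes alone; as this list is the paper's own selection from these libraries, that count shows no stability. For 11 of the 18 the 2 groups did not overlap. Atf3 (chromosome 1, 191170296 to 191218039) fell by 1.26 on the log2 scale (standard error 0.203, adjusted p = 0.449 by edgeR), from 88.9 ± 7.97 CPM (SD, n = 3) to 36.8 ± 7.51 CPM (SD, n = 3), and had the smallest p among the genes that were lower. Irf4 fell by 1.35 (standard error 0.244, adjusted p = 0.650 by edgeR). Lists of erythroid and of bone marrow macrophage genes, written without the genes the paper names, were also lower after EnzR EVs (mean log2 fold change relative to all tested genes −0.67 and −0.61), in the same direction as Alas2, Cd5l and Cd209f; so was a list of lymphoid and plasma cell genes (−0.83), in the direction of Irf4.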

The most significantly upregulated and downregulated genes by EnzR EV conditioning are displayed in Figure 2d. 

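Thbs1 (chromosome 2, 118111876 to 118127133, GRCm38) encodes thrombospondin-1, a secreted matrix glycoprotein. Its level was 1537 ± 403 CPM (SD, n = 3 mice) after PBS and 589.7 ± 34.8 CPM (SD, n = 3 mice) after EnzR EVs, a log2 fold change of −1.38 (standard error 0.230, adjusted p = 0.449 from edgeR's quasi-likelihood test). Every EnzR EV mouse was below every PBS mouse (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 can give). By edgeR's unadjusted p of 1.07e-04, Thbs1 ranked 3 among all tested genes and came after Atf3 among the genes that were lower. The adjusted p of Thbs1 from DESeq2 was 3.86e-05, the smallest among the lower genes with that tool; over all settings tried with edgeR, DESeq2 and limma it ran from 1.92e-11 to 1.00. With each mouse of the 2 groups left out in turn, the log2 fold change stayed between −1.59 and −1.23. Vcan (chromosome 13, 89655312 to 89742509) encodes versican. It rose from 63.5 ± 18.5 CPM (SD, n = 3 mice) after PBS to 144 ± 69.5 CPM (SD, n = 3 mice) after EnzR EVs, a log2 fold change of 1.203 (standard error 0.362, adjusted p = 0.928 by edgeR and 0.622 by DESeq2). Its unadjusted edgeR p of 0.00723 ranked 53 among all tested genes. The groups of mice did not overlap for Vcan either (two-sided exact permutation test, p = 0.10), though the highest PBS mouse, at 84.7 CPM, and the lowest EnzR EV mouse, at 88.3 CPM, were closer to each other than the mice within the EnzR EV group. The paper does not say whether mice with the same replicate number belong together. Across genes, deviations from the group means had a mean r of 0.174 for mice with the same number (9 pairs) and −0.0758 for mice with different numbers (18 pairs); genes are not independent replicates. With the replicate number as a block in edgeR, the log2 fold change of Thbs1 EnzR EVs against PBS was −1.35 (adjusted p = 0.253) and that of Vcan EnzR EVs against PBS was 1.23 (adjusted p = 0.739). Lists of early-response genes and of platelet and megakaryocyte genes, without the genes the paper names, were lower after EnzR EVs as well, by a mean log2 fold change relative to all tested genes of −0.28 for 39 genes (adjusted p = 5.32e-05 from limma's camera) and −0.36 for 29 genes (adjusted p = 0.00525 from limma's camera). For the full platelet list this mean ran from −0.72 to −0.17 with one replicate left out, and the list passed the threshold in 9 of 14 settings. A list of 40 monocyte genes without Vcan was also lower, by −0.16. The mean of none of these 3 lists separated the groups of 3 mice (two-sided exact permutation tests, p = 0.4, 0.5 and 0.4), but the early-response and platelet lists were lower in all 3 pairs of mice with the same number (exact sign-flip permutation test, p = 0.25 for both, the smallest that 3 pairs can give) and the monocyte list in 2 of 3. The paper picks Thbs1 and Vcan out of its DESeq2 results, at an FDR-adjusted threshold of 0.05, for their bearing on PMN formation.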

Two of the altered genes were of particular interest with respect to PMN formation: thrombospondin‐1 (TSP1; *THBS1*) was the most significantly downregulated gene, while the chondroitin sulfate proteoglycan, versican (VCAN), was significantly upregulated. Interestingly, TSP1 and VCAN have each been reported to play significant roles at the lung PMN; and in both cases, myeloid cells were responsible for aberrant TSP1 or VCAN expression (Catena et al., 2013; Gao et al., 2012). To our knowledge, neither of these alterations has been reported at the bone PMN, or in PCa bone metastases. 

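Gene Ontology, which the paper used, was not among the resources at hand here, so 16 lists of genes were written by hand and tested together by limma's camera, a competitive test of whether a list moves differently from all other genes. The shift of a list is its mean log2 fold change minus that of all tested genes. Between the EnzR EV and PBS groups the S phase list (43 genes) had a shift of 0.22 with 35 genes higher (adjusted p = 2.12e-06 by limma's camera), and the G2/M phase list (54 genes) had a shift of 0.23 with 40 genes higher (adjusted p = 8.70e-07 by limma's camera). The NF-kB target list (54 genes) had a shift of −0.21, and 13 of its genes were higher (adjusted p = 6.71e-05 by limma's camera). In all, 14 of the 16 lists passed an adjusted p of 0.05. The camera test takes a fixed correlation of 0.01 between the genes of a list, and the result rests on that: with the correlation estimated for each list, 0 of the 16 lists passed, and the adjusted p by limma's camera was 0.270 for the S phase list EnzR EVs against PBS, 0.247 for G2/M phase and 0.229 for NF-kB targets. With limma's fry, a rotation test of the mice, it was 0.328, 0.328 and 0.277. The mean log2 CPM of the S phase list was 5.35, 5.05 and 5.17 in the PBS mice and 5.29, 5.37 and 5.31 in the EnzR EV mice; that of the G2/M list was 6.32, 6.10 and 6.11 against 6.10, 6.46 and 6.33; and that of the NF-kB list was 4.62, 4.81 and 4.86 against 3.92, 4.75 and 4.44. Without the genes the paper names, the means of these 3 lists did not separate the groups of mice (two-sided exact permutation tests, n = 3 against 3, p = 0.3, 0.3 and 0.2). In pairs of mice with the same number, the NF-kB list was lower in all 3 (differences −0.69, −0.038 and −0.40; exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs can give), and the S phase and G2/M lists were higher in 2 of 3 (p = 0.5 for each by the same exact test). Each list kept its direction in every setting tried, with shifts from 0.15 to 0.29 for S phase, 0.13 to 0.35 for G2/M phase and −0.44 to −0.12 for NF-kB targets. With the replicate number as a block the shifts of the S phase, G2/M phase and NF-kB lists were 0.22, 0.22 and −0.22. Among 829 mouse Reactome pathways of 10 to 500 genes, 123 had an adjusted p under 0.05 by limma's camera, 112 higher and 11 lower. The pathway with the smallest p was Mitotic G1-G1/S phases (118 genes, shift 0.18, adjusted p = 3.51e-04 by limma's camera), and Cell Cycle Checkpoints (119 genes, shift 0.16) and Mitotic Prometaphase (97 genes, shift 0.15) were also among those higher. As 0 genes were called by edgeR, a Fisher's exact test of the lists among called genes could not be made. The genes at an unadjusted p under 0.05 were used in their place, after seeing the data. Among these, 8 of the 54 NF-kB targets were lower (adjusted p = 5.11e-05 from a one-sided Fisher's exact test). Of the 43 S phase genes, 2 were higher (adjusted p = 0.354 from the same exact test). Fisher's exact test takes genes as independent, so these p-values do not measure the spread between mice.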

Using Gene Ontology clustering analysis, we observed that the most upregulated biological processes were related to cell division and proliferation (Figure 2d), while NF‐κB activity was also upregulated. Activation of NF‐κB signalling was later confirmed using an in vitro reporter system (Figure 3b). 

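The list of cell adhesion molecules and regulators (66 genes) had a shift of −0.16 after EnzR EVs, with 17 genes higher (adjusted p = 4.95e-04 by limma's camera), and the list of wounding and coagulation genes (58 genes) had a shift of −0.22, with 12 genes higher (adjusted p = 6.03e-04 by limma's camera). The mean log2 CPM of the adhesion list was 6.11, 6.33 and 6.39 in the PBS mice and 5.75, 6.21 and 6.19 in the EnzR EV mice. For the wounding list it was 4.38, 4.97 and 5.10 against 4.19, 4.66 and 4.85. Without the genes the paper names, neither list mean separated the groups of 3 mice (two-sided exact permutation tests, p = 0.4 for adhesion and 0.5 for wounding). These tests do not use the replicate numbers. In both lists, again without the genes the paper names, all 3 EnzR EV mice were lower than the PBS mouse with the same number, by 0.35, 0.076 and 0.16 for adhesion and 0.18, 0.26 and 0.21 for wounding on the log2 scale (two-sided exact sign-flip permutation test, p = 0.25 for both, the smallest that 3 pairs can give). With the replicate number as a block, the cell adhesion molecules and regulators list EnzR EVs against PBS had a shift of −0.17 (adjusted p = 3.77e-04 by limma's camera) and the wounding and coagulation list EnzR EVs against PBS one of −0.22 (adjusted p = 9.36e-05 by limma's camera). Both lists lost their side of the threshold when the correlation between genes was estimated (adjusted p = 0.333 for both by limma's camera), and the adhesion list also did so without EnzR EVs replicate 1 (shift −0.067). With one replicate left out, the shift of the wounding list ran from −0.38 to −0.11.

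**Figure D2:**
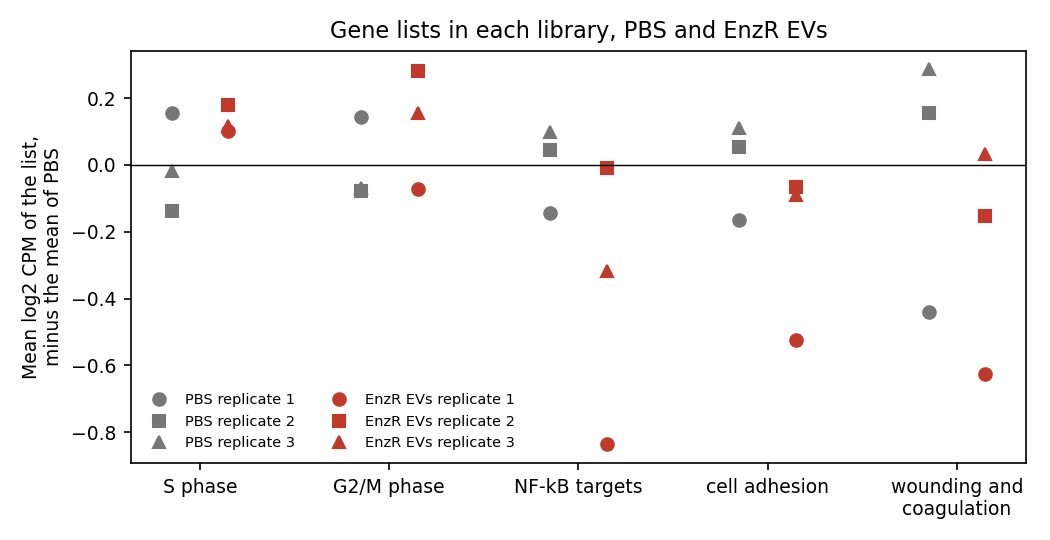
Mean log2 CPM of the S phase, G2/M phase, NF-kB, adhesion and wounding lists in each PBS and EnzR EV library, minus the mean of the 3 PBS libraries. Each point is one mouse, and the ranges of the PBS and EnzR EV mice overlap in every list.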

Among the most significantly downregulated processes were regulation of cell adhesion and response to wounding, both of which are relevant to PMN formation.

**FIGURE 3:**
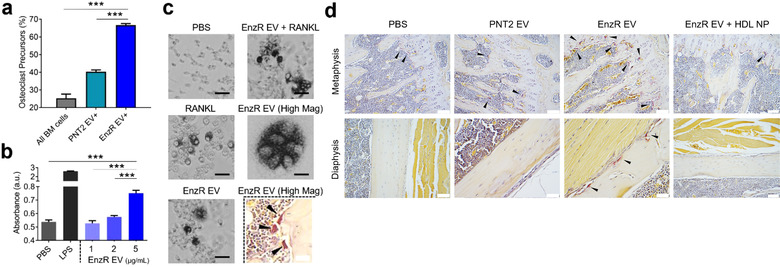
EnzR EVs stimulate NF‐κB signalling and promote osteoclast differentiation. (a) Quantification of the frequency of EV‐targeted cells in mouse bone marrow that are potential osteoclast precursors (CD11b^high^, Ly6C^high^ or CD11b^low^, Ly6C^high^) (*n* = 3 per group). Osteoclast precursor % reflects the percent of DiI positive bone marrow cells (EV treated) or total (PBS treated) bone marrow cells that were osteoclast precursors. (b) NF‐κB activity assay using THP1‐Dual monocytes treated with varying concentrations of EnzR EVs (*n* = 4 per group). Absorbance reflects secreted alkaline phosphatase (SEAP) activity which is indicative of NF‐κB activation. (c) In vitro osteoclast differentiation assay using RAW264.7 osteoclast precursor cells. TRAP+ (dark staining), multinucleated cells are osteoclasts. Scale bars are 50 µm. (d) TRAP staining of hind limb bones. Arrowheads indicate osteoclasts (TRAP+ multi‐nucleated cells, inside or outside lacunae). Scale bars are 200 µm. One‐way ANOVA with Tukey's method, two‐sided was used to determine significance. ***P < 0.001. Data are mean ± s.e.m

Because EnzR EVs targeted osteoclast precursor populations in vivo (Figures 2c and 3a), we hypothesized that EnzR EVs may promote osteoclast differentiation as a feature of bone PMN formation. In the setting of bone metastasis, increased osteoclast and osteoblast activity is favourable for tumour cells due to the constitutive release of nutrients and growth factors caused by rapid bone formation and resorption (Shiozawa, Eber, Berry, & Taichman, 2015; Weidle, Birzele, Kollmorgen, & Ruger, 2016; Zheng, Li, & Kang, 2016). Elevated osteoclast activity in particular is associated with increased burden of bone metastases in PCa (Hirata et al., 2016; Keller & Brown, 2004; Roato et al., 2008; Sottnik & Keller, 2013). Moreover, an inhibitor of the osteoclast activating protein, receptor activator of NF‐ κB ligand (RANKL), delayed the development of bone metastasis among patients with high risk PCa (Smith et al., 2012). To test the impact of EnzR EVs on osteoclast activity, we first used a well‐established in vitro model system (RAW264.7 cells) for osteoclast differentiation (Collin‐Osdoby & Osdoby, 2012). We found that EnzR EVs promoted osteoclast differentiation in vitro with and without the addition of RANKL (Figure 3c). Confirming these findings in vivo, we observed that osteoclasts were more abundant in the hind limbs of mice conditioned with EnzR EVs compared to vehicle (PBS) control, while PNT2 EVs had no impact on osteoclast differentiation (Figure 3d) (Figure S2a). We also found that EnzR EVs stimulated NF‐κB activity (a critical intracellular signalling pathway for osteoclast differentiation) in human monocytes in a dose‐dependent manner (Figure 3b). We hypothesized that EnzR EVs may express RANK ligand (RANKL) as a means to stimulate osteoclast differentiation, however Western blot revealed no RANKL expression in EnzR EVs, in contrast with positive control PC3 EVs (Figure S2b).

Recent evidence suggests that EV‐mediated intercellular communication may be influenced by cholesterol homeostasis in recipient cells. For instance, treating target cells with the non‐specific cholesterol sequestrant, methyl‐β‐cyclodextrin (MβCD), can reduce EV uptake by disrupting lipid rafts at the cell surface (Svensson et al., 2013). As a result, we hypothesized that PCa EV‐mediated signalling with bone marrow cells may be inhibited or abolished by reducing cholesterol in the target bone marrow cells. To thoroughly investigate this hypothesis in vivo, we required an agent that reduces cellular cholesterol in a manner similar to MβCD, while also being compatible with systemic delivery in animal models. In mammals, cholesterol transport is mediated by endogenous lipoproteins that circulate in the bloodstream. The lipoprotein sub‐species that is primarily responsible for reducing cellular cholesterol in vivo is high‐density lipoprotein (HDL) (Lund‐Katz & Phillips, 2010). Therefore, we employed a nanoparticle mimic of native HDL (HDL NP) (Figure S3) which we have previously characterized for in vitro inhibition of EV uptake (Plebanek et al., 2015), but which is also compatible with systemic delivery in vivo. HDL NPs inhibit EV uptake in a manner similar to MβCD by reducing cellular cholesterol and disrupting lipid raft stability (Plebanek et al., 2015). Importantly, HDL NPs specifically target cells expressing the high‐affinity receptor for HDL, scavenger receptor B‐1 (SR‐B1), including myeloid‐derived cells (Plebanek, Bhaumik, Bryce, & Thaxton, 2018), and have demonstrated no significant toxicities when used in animal models (Henrich & Thaxton, 2019; Rink et al., 2018; Yang et al., 2013). Therefore, we investigated the cholesterol dependence of EnzR EV‐mediated intercellular communication with myeloid cells using HDL NPs. The HDL NP synthesis scheme is depicted in Figure S3.

We first confirmed that mouse bone marrow myeloid cells expressed SR‐B1 and would therefore be susceptible to HDL NP‐mediated reduction of cellular cholesterol (Figure 4a). Next, we demonstrated that HDL NP treatment reduced cellular cholesterol in myeloid‐derived cells using human monocytes in an in vitro radiolabel assay (Figure 4b). We then confirmed that HDL NPs reduced myeloid cellular cholesterol in vivo by treating mice with HDL NPs prior to harvesting bone marrow cells and quantifying cellular cholesterol. Systemically injected HDL NPs entered the bone marrow compartment and reduced cellular cholesterol in the total bone marrow cell population (Figure 4c and d). Importantly, we observed a pronounced reduction of cellular cholesterol in bone marrow monocytes specifically (Figure 4e), the dominant target cell population of EnzR EVs.

**FIGURE 4:**
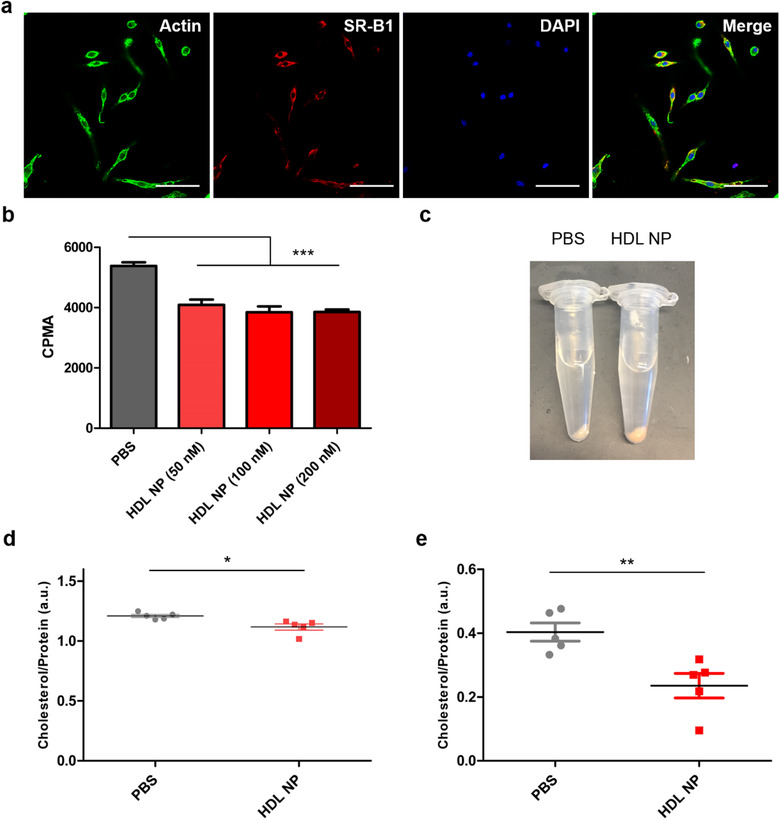
Bone marrow myeloid cells express SR‐B1 and are susceptible to HDL NP‐mediated reduction of cellular cholesterol in vitro and in vivo. (a) Immunocytochemistry of primary mouse BMM cultures to detect expression of the native HDL receptor (and target receptor of HDL NPs), SR‐B1. Scale bar = 50 µm. (b) Cellular cholesterol measurements of THP1 monocytes after treatment with HDL NPs or PBS in a radiolabel assay. (c) Bone marrow cell pellets harvested from mice after systemic injection of HDL NPs (100 µl, 1 µM) or PBS. Yellow/red discoloration is imparted by the gold nanoparticle core. (d) Quantification of cellular cholesterol in total bone marrow cells after systemic injection with HDL NPs or PBS. (e) Quantification of cellular cholesterol in bone marrow monocytes (EasySep Isolation Kit) after systemic injection with HDL NPs or PBS. One‐way ANOVA with Tukey's method, two‐sided (b) and two‐sided Welch's *t*‐test (d,e) were used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001. Data are mean ± s.e.m

We then investigated whether HDL NP treatment inhibited EnzR EV‐mediated intercellular communication with myeloid cells in vitro and in vivo. We first found that HDL NPs inhibited EnzR EV uptake by BMMs in a time and dose‐dependent fashion (Figure 5a–d). Next, we observed that systemic administration of HDL NPs reduced the uptake of EnzR EVs by bone marrow‐resident cells in vivo via flow cytometry (Figure 5e). Importantly, to demonstrate target specificity, we found that HDL NP treatment had no impact on EnzR EV uptake in BMM cultures from SR‐B1^–/‐^ mice (Figure S4), indicating that HDL NP‐mediated inhibition requires SR‐B1. To determine whether the cholesterol dependence of PCa EV uptake in BMMs was restricted to EVs derived from EnzR CWR‐R1 cells, in vitro uptake experiments were repeated using PCa EVs derived from DU145, PC3, LNCaP, EnzR LNCaP, and CWR‐R1 (non‐resistant) cells. HDL NPs were found to significantly inhibit the uptake of each of these PCa EV populations in BMMs (Figure S5), strongly suggesting that the cholesterol dependence of PCa EV communication with bone marrow‐resident cells is a general phenomenon.

**FIGURE 5:**
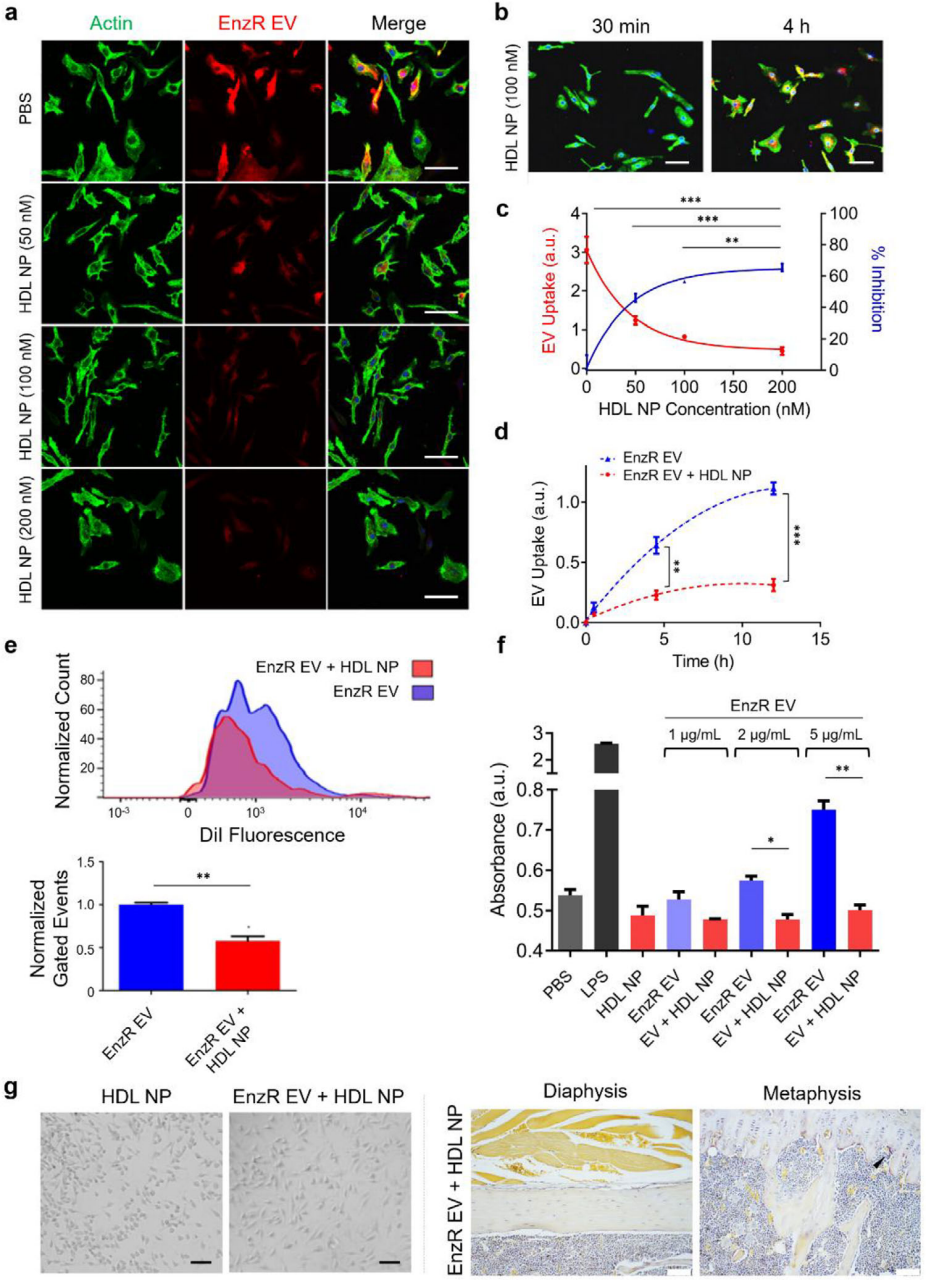
EnzR EV‐mediated intercellular communication with bone marrow myeloid cells is inhibited by reduction of myeloid cellular cholesterol. (a) In vitro uptake of DiI‐labelled EnzR EVs (red) in murine BMMs pre‐treated with HDL NPs at varying concentrations. Green: actin. Blue: DAPI. Scale bars are 50 µm. (b) In vitro uptake of DiI‐labelled EnzR EVs (red) at two different time points in BMMs pre‐treated with HDL NPs. Scale bars are 50 µm. (c) Dose and (d) time dependence of HDL NP‐mediated inhibition of EnzR EV uptake. (e) In vivo uptake of DiI‐labelled EnzR EVs in total mouse bone marrow with and without HDL NP pre‐treatment, via flow cytometry. (f) NF‐κB activity in human monocytes treated with EnzR EVs with and without HDL NP pre‐treatment. (g) TRAP staining of RAW264.1 cells (left panel) or mouse hind limb sections (right panel) after conditioning with EnzR EVs and pre‐treatment with HDL NPs. Scale bars are 50 µm (left panel) and 200 µm (right panel). One‐way ANOVA with Tukey's method, two‐sided (c,d,f) and two‐tailed Welch's *t*‐test (e) were used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001. Data are mean ± s.e.m

Next, we determined the impact of HDL NPs on EnzR EV function. We found that HDL NPs inhibited EnzR EV‐mediated NF‐κB signalling (Figure 5f) and abolished EnzR EV‐induced osteoclast differentiation in vitro and in vivo (Figure 5 g) (Figure S2). 

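In the mice given HDL NPs as well as EnzR EVs, Thbs1 stood at 1012, 1121 and 1447 CPM (mean 1193, SD 226, n = 3). This was above the EnzR EV group, where the 3 mice had 559.7, 628 and 582 CPM, by a log2 fold change of 1.02 (standard error 0.228, adjusted p = 0.461 from edgeR). By its unadjusted edgeR p of 0.00109, Thbs1 ranked 3 in this comparison. All 3 mice with HDL NPs lay above all 3 without (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 can give). DESeq2 gave an adjusted p of 0.103, and over all settings tried with edgeR, DESeq2 and limma the adjusted p ran from 5.66e-05 to 0.801. Against the PBS group, where the mice had 1073, 1799 and 1737 CPM, the log2 fold change of Thbs1 with HDL NPs was −0.37 (standard error 0.226, adjusted p = 1.00 from edgeR), and the groups overlapped (two-sided exact permutation test, p = 0.3). On a scale from 0 at the PBS level to 1 at the EnzR EV level, the group with HDL NPs lay at 0.256. Thbs1 was picked for its low level in the same 3 EnzR EV mice that serve as the reference here. A chance low level in these mice would by itself give a rise with HDL NPs and a position near 0. The rank, p-values and position are therefore not independent of the fall after EnzR EVs. With the replicate number as a block in edgeR, the difference from the EnzR EV group was 1.00 (adjusted p = 0.237) and that from PBS −0.35 (adjusted p = 0.952).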

Importantly, we also found that HDL NP pre‐treatment prevented EnzR EV‐mediated reduction of TSP1 gene expression in bone marrow myeloid cells in vivo (Figure S6a). Interestingly, HDL NP pre‐treatment did not impact the increased expression of VCAN caused by EnzR EVs (Figure S6b).

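Vcan had 195, 99.8 and 175 CPM in the 3 mice given HDL NPs and EnzR EVs (mean 157, SD 50.2), and 88.3, 222 and 123 CPM in the 3 mice given EnzR EVs alone. The log2 fold change between these groups was 0.10 (standard error 0.355, adjusted p = 0.901 from edgeR's quasi-likelihood test, 0.962 from DESeq2), well within the spread between mice (two-sided exact permutation test, n = 3 against 3, p = 0.9). Its sign changed between settings, with values from −0.15 to 0.53. Against PBS, the group with HDL NPs was higher by a log2 fold change of 1.31 (standard error 0.362, adjusted p = 1.00 from edgeR, 0.335 from DESeq2), and its 3 mice all lay above the 3 PBS mice (two-sided exact permutation test, p = 0.10). DESeq2 fitted to these 6 libraries alone gave an adjusted p of 0.00163, and the adjusted p over all settings with edgeR, DESeq2 and limma ran from 3.26e-05 to 1.00.

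**Figure D3:**
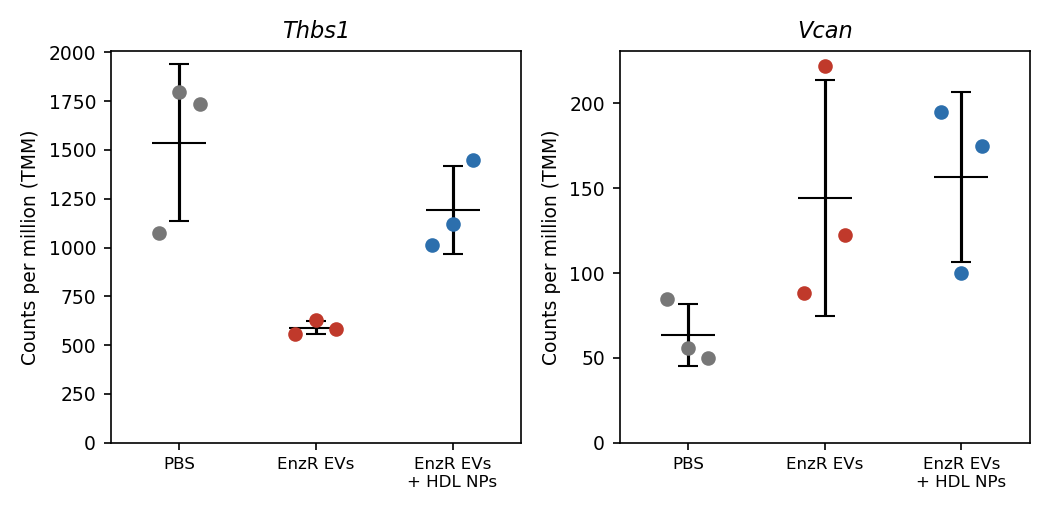
Thbs1 and Vcan in CPM in the PBS, EnzR EV and EnzR EV + HDL NP groups. Each point is one mouse, and bars give the mean ± SD of 3 mice; the Vcan points of the last 2 groups overlap, between 88.3 and 222 CPM.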

Using a metastatic PCa mouse model which has been shown to establish tumours at clinically relevant sites of PCa metastasis [29], we then tested whether EnzR EV conditioning promoted metastatic tumour burden. A timeline of the model, injection scheme, and monitoring with bioluminescence imaging is shown in Figure 6a. To specifically determine whether EnzR EV conditioning altered the initial seeding and growth of tumour cells, we quantified metastatic tumour burden at two weeks after intracardiac injection of tumour cells. We found that EnzR EV conditioning significantly enhanced metastatic tumour burden (Figure 6b). Strikingly, mice that were pre‐treated with HDL NPs in addition to EnzR EV conditioning exhibited no enhancement of metastatic tumour burden (Figure 6b and c).

**FIGURE 6:**
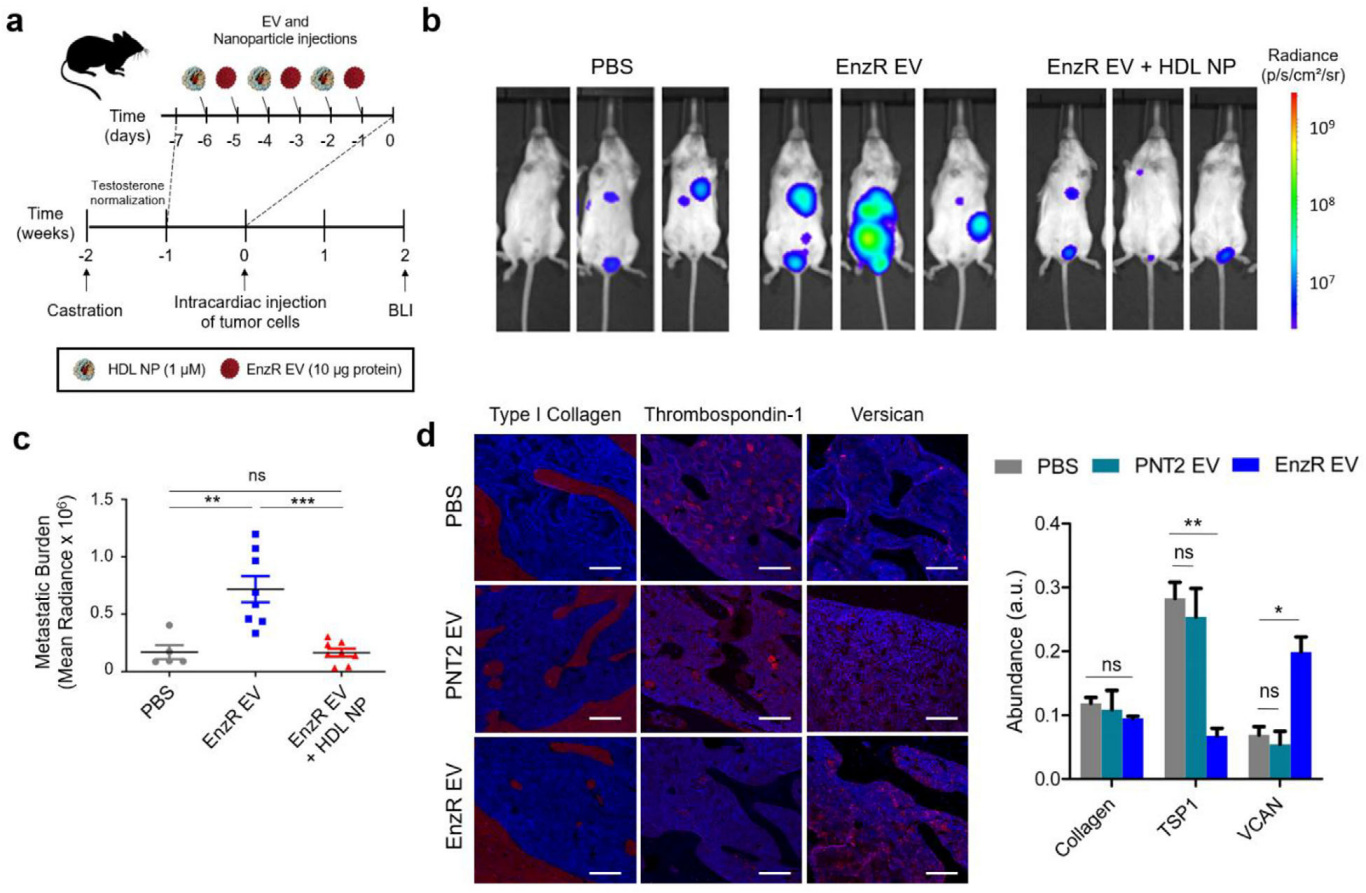
EnzR EVs enhance metastasis in a mouse model of metastatic PCa in a cholesterol‐dependent manner, and alter the composition of the bone marrow ECM. (a) Timeline for the metastatic PCa mouse model, with EnzR EV and HDL NP injection scheme. BLI = bioluminescence imaging. (b) Metastatic PCa tumour burden at two weeks post‐intracardiac injection of tumour cells via BLI. (c) Quantification of metastatic tumour burden at two weeks for mice treated with PBS (*n* = 5), EnzR Exo (*n* = 8), or EnzR Exo + HDL NP (*n* = 8). (d) Immunohistochemistry of hind limb bone tissue from mice treated with EnzR EVs or vehicle (PBS) control (left panel), and ECM quantification (right panel). Scale bars are 200 µm. One‐way ANOVA with Tukey's method, two‐sided was used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001. Data are mean ± s.e.m

We then sought to shed additional light on the mechanism by which EnzR EV conditioning led to enhanced metastasis. Motivated by the RNA sequencing results in Figure 2d, we proceeded to determine whether pro‐tumorigenic alterations in the mRNA expression of TSP1 and VCAN in CD11b^+^ cells were reflected in the protein content of the bone marrow niche in general. Immunohistochemistry revealed that EnzR EV‐conditioned mice exhibited reduced TSP1 and increased VCAN expression in the bone marrow compartment (Figure 6d), consistent with RNA sequencing results. Type I collagen, by contrast, remained stable with EnzR EV conditioning. Moreover, PNT2 EVs did not significantly impact TSP1 or VCAN expression (Figure 6d). We hypothesized that EnzR EV‐induced alterations in TSP1 and VCAN expression may enhance the ability of tumour cells to seed the metastatic microenvironment by increasing stable cellular adhesion to the ECM. To test this, we conducted an in vitro cellular adhesion assay in which the ECM composition of two‐dimensionally coated tissue culture wells was varied, using Type I collagen as a filler material. Live cell imaging was used to determine the efficiency with which EnzR CWR‐R1 cells adhered and spread to each substrate. Confluence curves exhibited consistent trends across samples, enabling us to identify distinct adhesion and proliferation phases, with the adhesion phase taking place during the first 4 h (Figure S7). Consistent with our hypothesis, we found that greater proportions of TSP1 in ECM coatings led to diminished adhesion of EnzR CWR‐R1 cells, while greater proportions of VCAN increased adhesion (Figure 7a–e). While there were no statistical differences between groups with 5, 15, and 45% VCAN substrates, there was a significant increase in cellular adhesion between 15 and 45% VCAN compared to collagen only control (Figure 7c). The trends observed for TSP1 and VCAN were consistent when each protein was varied in isolation, and when the two proteins were co‐varied in the same substrates (Figure 7d). Our findings are consistent with previous reports that TSP1 can function as an anti‐adhesive matricellular protein in other settings (Murphy‐Ullrich & Hook, 1989; Murphy‐Ullrich et al., 1991).

**FIGURE 7:**
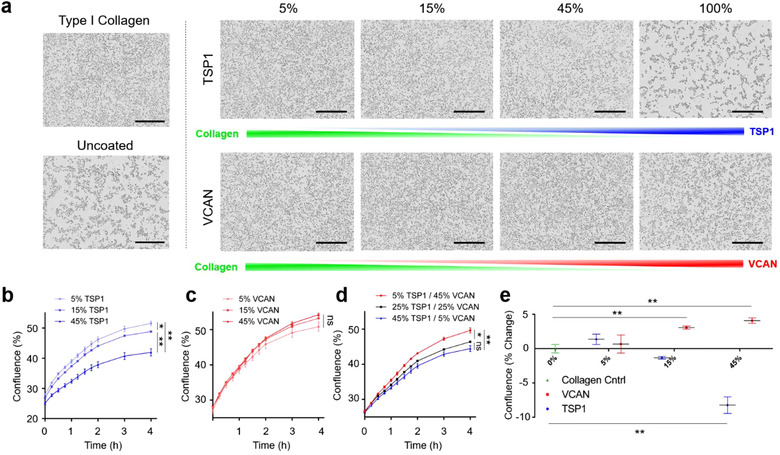
Reduced TSP1 and elevated VCAN are favourable for PCa tumour cell adhesion to the ECM. (a) Live cell imaging of EnzR CWR‐R1 cells seeded onto ECM substrates varying in Type I collagen, TSP1, and VCAN. Snapshot images shown were taken 4 h after seeding. Scale bars are 400 µm. (b) Quantification of EnzR CWR‐R1 cell adhesion to collagenous ECM substrates with variable TSP1 composition, (c) varying VCAN composition, and (d) co‐varying TSP1 and VCAN composition. (e) Aggregate analysis at 4 h post‐seeding of changes in cellular adhesion of EnzR CWR‐R1 cells to substrates with univariate changes in TSP1 and VCAN composition. One‐way ANOVA with Tukey's method, two‐sided was used to determine significance. *P < 0.05, **P < 0.01. Data are mean ± s.e.m

A graphical abstract summarizing the cholesterol‐dependence of PCa EV‐mediated signalling in the bone marrow compartment is displayed in Figure 8.

**FIGURE 8:**
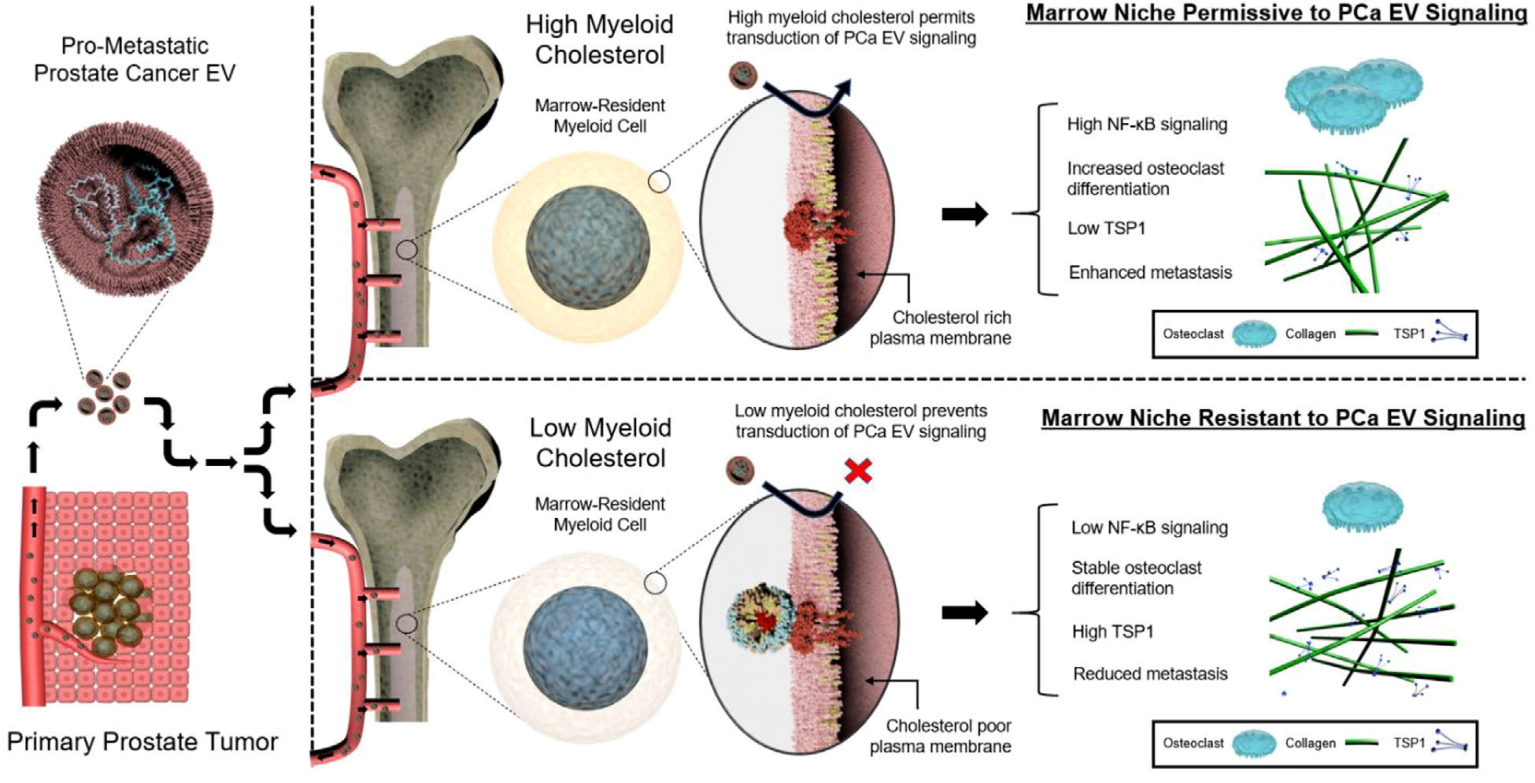
Graphical abstract illustrating the cholesterol‐dependence of PCa EV communication with bone marrow cells and metastasis. Top right panel depicts PCa EV communication with bone marrow myeloid cells with no cholesterol‐modifying intervention, in which bone marrow‐resident myeloid cells are rich in cholesterol. Bottom right panel depicts PCa EV communication with bone marrow cells after HDL NP treatment, in which the cholesterol content of bone marrow‐resident myeloid cells is reduced

## 4 CONCLUSIONS

Over the past two decades, Stephen Paget's prescient 19^th^ century “seed and soil” hypothesis has now developed into a diverse literature on PMN formation, a significant portion of which attests to the important role that EVs play in promoting metastasis. However, modifiable factors intrinsic to pre‐metastatic sites that render them more or less permissive to pro‐metastatic EV signalling have not been identified. Our results show that a crucial PMN target tissue, bone marrow, can be rendered resistant to the transduction of PCa EV signalling by reducing myeloid cell cholesterol. Consistent with these findings, metabolomic studies have previously demonstrated that bone metastases are heavily laden with cholesterol compared to healthy bone, and PCa bone tumours in particular bear especially high cholesterol burdens (127.3 vs. 35.85 mg/g tissue) (Thysell et al., 2010). Further, elevated serum total cholesterol and reduced HDL cholesterol are both associated with progression of locally confined PCa to metastatic PCa (Mondul, Clipp, Helzlsouer, & Platz, 2010; Platz et al., 2009; Platz, Clinton, & Giovannucci, 2008; Van Hemelrijck et al., 2011), while statin use is also associated with reduced incidence of advanced disease (Jacobs et al., 2007). Our results provide evidence for a PMN‐based mechanism that could partly explain these clinical and epidemiological observations.

Aberrant cholesterol homeostasis can influence cancer progression and metastasis by perturbing neoplastic cells directly (Alfaqih et al., 2017; Gallagher et al., 2017; Jiang et al., 2019). However, it perhaps shouldn't be surprising that cholesterol, and likely other metabolic factors, also play critical gate‐keeping roles with respect to the reception of pro‐metastatic signals by target cells at distant sites, which we demonstrate here. We anticipate that these results will motivate strategic diagnostic and therapeutic interventions aimed at preventing metastasis by modulating global, site‐specific, or cellular metabolic factors that regulate PMN formation. More generally, these results contribute to our understanding of how intercellular communication is deciphered by recipient cells according to their cholesterol metabolic state.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

The study was conceived by Stephen E. Henrich and C. Shad Thaxton. Stephen E. Henrich designed, performed, and analyzed results all for experiments, assisted by Kaylin M. McMahon, Michael P. Plebanek, Andrea E. Calvert, Timothy J. Feliciano, Sam Parrish, Fabio Tavora, Anthony Mega and Anthony Mega. C. Shad Thaxton and Benedito A. Carneiro supervised all research, participated in the interpretation of results, and edited the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

RNA sequencing data has been uploaded to NCBI GEO database (Accession: GSE158012) and will be publicly available on October 1^st^, 2021. All other data supporting the findings of this study can be found in the article and supplementary materials.

## References

[jev212042-bib-0001] Alfaqih, M. A. , Nelson, E. R. , Liu, W. , Safi, R. , Jasper, J. S. , Macias, E. , … Freedland, S. J. (2017). CYP27A1 Loss dysregulates cholesterol homeostasis in prostate cancer. Cancer Research, 77(7), 1662–1673.2813022410.1158/0008-5472.CAN-16-2738PMC5687884

[jev212042-bib-0002] Alix‐Panabieres, C. , Riethdorf, S. , & Pantel, K. (2008). Circulating tumor cells and bone marrow micrometastasis. Clinical Cancer Research, 14(16), 5013–5021.1869801910.1158/1078-0432.CCR-07-5125

[jev212042-bib-0003] Bethani, I. , Skanland, S. S. , Dikic, I. , & Acker‐Palmer, A. (2010). Spatial organization of transmembrane receptor signalling. Embo Journal, 29(16), 2677–2688.10.1038/emboj.2010.175PMC292465020717138

[jev212042-bib-0004] Bidard, F. C. , Vincent‐Salomon, A. , Sastre, X. , Sigal‐Zafrani, A. , Nos, C. , Mignot, L. , … Pierga, J. Y. (2007). Bone marrow micrometastasis and circulating tumor cells are respectively strong prognostic factors in early and metastatic breast cancer, a comparative study on 759 patients. Breast Cancer Research and Treatment, 106, S26–S26.

[jev212042-bib-0005] Bubendorf, L. , Schopfer, A. , Wagner, U. , Sauter, G. , Moch, H. , Willi, N. , … Mihatsch, M. J. (2000). Metastatic patterns of prostate cancer: an autopsy study of 1,589 patients. Human Pathology, 31(5), 578–583.1083629710.1053/hp.2000.6698

[jev212042-bib-0006] Catena, R. , Bhattacharya, N. , El Rayes, T. , Wang, S. M. , Choi, H. , Gao, D. C. , … Mittal, V. (2013). Bone marrow‐derived Gr1(+) cells can generate a metastasis‐resistant microenvironment via induced secretion of thrombospondin‐1. Cancer Discovery, 3(5), 578–589.2363343210.1158/2159-8290.CD-12-0476PMC3672408

[jev212042-bib-0007] Chow, A. , Zhou, W. Y. , Liu, L. , Fong, M. Y. , Champer, J. , Van Haute, D. , … Wang, S. E. (2014). Macrophage immunomodulation by breast cancer‐derived exosomes requires toll‐like receptor 2‐mediated activation of NF‐kappa B. Scientific Reports, 4, 5750.2503488810.1038/srep05750PMC4102923

[jev212042-bib-0008] Collin‐Osdoby, P. , & Osdoby, P. (2012). RANKL‐mediated osteoclast formation from murine RAW 264.7 cells. Methods in Molecular Biology (Clifton, N.J.), 816, 187–202.10.1007/978-1-61779-415-5_1322130930

[jev212042-bib-0009] Costa‐Silva, B. , Aiello, N. M. , Ocean, A. J. , Singh, S. , Zhang, H. , Thakur, B. K. , … Lyden, D. (2015). Pancreatic cancer exosomes initiate pre‐metastatic niche formation in the liver. Nature Cell Biology, 17(6), 816–826.2598539410.1038/ncb3169PMC5769922

[jev212042-bib-0010] Dai, J. , Escara‐Wilke, J. , Keller, J. M. , Jung, Y. , Taichman, R. S. , Pienta, K. J. , & Keller, E. T. (2019). Primary prostate cancer educates bone stroma through exosomal pyruvate kinase M2 to promote bone metastasis. Journal of Experimental Medicine, 216(12), 2883–2899.10.1084/jem.20190158PMC688898031548301

[jev212042-bib-0011] Epand, R. M. , Sayer, B. G. , & Epand, R. F. (2005). Caveolin scaffolding region and cholesterol‐rich domains in membranes. Journal of Molecular Biology, 345(2), 339–350.1557172610.1016/j.jmb.2004.10.064

[jev212042-bib-0012] Fessler, M. B. , & Parks, J. S. (2011). Intracellular lipid flux and membrane microdomains as organizing principles in inflammatory cell signaling. Journal of Immunology, 187(4), 1529–1535.10.4049/jimmunol.1100253PMC315114521810617

[jev212042-bib-0013] Gallagher, E. J. , Zelenko, Z. , Neel, B. A. , Antoniou, I. M. , Rajan, L. , Kase, N. , & LeRoith, D. (2017). Elevated tumor LDLR expression accelerates LDL cholesterol‐mediated breast cancer growth in mouse models of hyperlipidemia. Oncogene, 36(46), 6462–6471.2875903910.1038/onc.2017.247PMC5690879

[jev212042-bib-0014] Gao, D. C. , Joshi, N. , Choi, H. J. , Ryu, S. H. , Hahn, M. , Catena, R. , … Mittal, V. (2012). Myeloid progenitor cells in the premetastatic lung promote metastases by inducing mesenchymal to epithelial transition. Cancer Research, 72(6), 1384–1394.2228265310.1158/0008-5472.CAN-11-2905PMC8543151

[jev212042-bib-0015] Henrich, S. E. , & Thaxton, C. S. (2019). An update on synthetic high‐density lipoprotein‐like nanoparticles for cancer therapy. Expert Review of Anticancer Therapy, 19(6), 515–528.3114852110.1080/14737140.2019.1624529

[jev212042-bib-0016] Hirata, T. , Park, S. C. , Muldong, M. T. , Wu, C. N. , Yamaguchi, T. , Strasner, A. , & … Jamieson, C. A. M. (2016). Specific bone region localization of osteolytic versus osteoblastic lesions in a patient‐derived xenograft model of bone metastatic prostate cancer. Asian Journal of Urology, 3(4), 229–239.2926419110.1016/j.ajur.2016.09.001PMC5730873

[jev212042-bib-0017] Hoop, C. L. , Sivanandam, V. N. , Kodali, R. , Srnec, M. N. , & van der Wel, P. C. A. (2012). Structural characterization of the caveolin scaffolding domain in association with cholesterol‐rich membranes. Biochemistry, 51(1), 90–99.2214240310.1021/bi201356vPMC3290515

[jev212042-bib-0018] Hoshino, A. , Costa‐Silva, B. , Shen, T.‐L. , Rodrigues, G. , Hashimoto, A. , Mark, M. T. , … Lyden, D. (2015). Tumour exosome integrins determine organotropic metastasis. Nature, 527(7578), 329–335.2652453010.1038/nature15756PMC4788391

[jev212042-bib-0019] Jacobs, E. J. , Rodriguez, C. , Bain, E. B. , Wang, Y. , Thun, M. J. , & Calle, E. E. (2007). Cholesterol‐lowering drugs and advanced prostate cancer incidence in a large U.S. cohort. Cancer Epidemiology, Biomarkers & Prevention, 16(11), 2213–2217.10.1158/1055-9965.EPI-07-044817971518

[jev212042-bib-0020] Jacome‐Galarza, C. E. , Lee, S. K. , Lorenzo, J. A. , & Aguila, H. L. (2013). Identification, characterization, and isolation of a common progenitor for osteoclasts, macrophages, and dendritic cells from murine bone marrow and periphery. Journal of Bone and Mineral Research: The Official Journal of the American Society for Bone and Mineral Research, 28(5), 1203–1213.10.1002/jbmr.1822PMC362545423165930

[jev212042-bib-0021] Jiang, S. , Wang, X. , Song, D. , Liu, X. , Gu, Y. , Xu, Z. , … Gao, S. (2019). Cholesterol induces epithelial‐to‐mesenchymal transition of prostate cancer cells by suppressing degradation of EGFR through APMAP. Cancer Research, 79(12), 3063–3075.3098799710.1158/0008-5472.CAN-18-3295

[jev212042-bib-0022] Karnezis, T. , Shayan, R. , Caesar, C. , Roufail, S. , Harris, N. C. , Ardipradja, K. , … Stacker, S. A. (2012). VEGF‐D promotes tumor metastasis by regulating prostaglandins produced by the collecting lymphatic endothelium. Cancer Cell, 21(2), 181–195.2234059210.1016/j.ccr.2011.12.026

[jev212042-bib-0023] Keller, E. T. , & Brown, J. (2004). Prostate cancer bone metastases promote both osteolytic and osteoblastic activity. Journal of Cellular Biochemistry, 91(4), 718–729.1499176310.1002/jcb.10662

[jev212042-bib-0024] Kregel, S. , Chen, J. L. , Tom, W. , Krishnan, V. , Kach, J. , Brechka, H. , … Griend, D. J. V. (2016). Acquired resistance to the second‐generation androgen receptor antagonist enzalutamide in castration‐resistant prostate cancer. Oncotarget, 7(18), 26259–26274.2703602910.18632/oncotarget.8456PMC5041979

[jev212042-bib-0025] Lajoie, P. , & Nabi, I. R. (2010). Lipid rafts, caveolae, and their endocytosis. International Review of Cell and Molecular Biology, 282, 135–163.2063046810.1016/S1937-6448(10)82003-9

[jev212042-bib-0026] Liu, Y. , & Cao, X. (2016). Characteristics and significance of the pre‐metastatic niche. Cancer Cell, 30(5), 668–681.2784638910.1016/j.ccell.2016.09.011

[jev212042-bib-0027] Lobb, R. J. , Lima, L. G. , & Moller, A. (2017). Exosomes: key mediators of metastasis and pre‐metastatic niche formation. Seminars in Cell & Developmental Biology, 67, 3–10.2807729710.1016/j.semcdb.2017.01.004

[jev212042-bib-0028] Lund‐Katz, S. , & Phillips, M. C. (2010). High density lipoprotein structure‐function and role in reverse cholesterol transport. Sub‐Cellular Biochemistry, 51, 183–227.2021354510.1007/978-90-481-8622-8_7PMC3215094

[jev212042-bib-0029] Maas, S. L. N. , Breakefield, X. O. , & Weaver, A. M. (2017). Extracellular vesicles: unique intercellular delivery vehicles. Trends in Cell Biology, 27(3), 172–188.2797957310.1016/j.tcb.2016.11.003PMC5318253

[jev212042-bib-0030] Martinez‐Seara, H. , Rog, T. , Karttunen, M. , Vattulainen, I. , & Reigada, R. (2010). Cholesterol induces specific spatial and orientational order in cholesterol/phospholipid membranes. Plos One, 5(6), e11162.2056760010.1371/journal.pone.0011162PMC2887443

[jev212042-bib-0031] Mondul, A. M. , Clipp, S. L. , Helzlsouer, K. J. , & Platz, E. A. (2010). Association between plasma total cholesterol concentration and incident prostate cancer in the CLUE II cohort. Cancer Cause Control, 21(1), 61–68.10.1007/s10552-009-9434-8PMC300475219806465

[jev212042-bib-0032] Murphy‐Ullrich, J. E. , & Hook, M. (1989). Thrombospondin modulates focal adhesions in endothelial cells. Journal of Cell Biology, 109(3), 1309–1319.10.1083/jcb.109.3.1309PMC21157512768342

[jev212042-bib-0033] Murphy‐Ullrich, J. E. , Lightner, V. A. , Aukhil, I. , Yan, Y. Z. , Erickson, H. P. , & Hook, M. (1991). Focal adhesion integrity is downregulated by the alternatively spliced domain of human tenascin. Journal of Cell Biology, 115(4), 1127–1136.10.1083/jcb.115.4.1127PMC22899581720121

[jev212042-bib-0034] Paila, Y. D. , & Chattopadhyay, A. (2010). Membrane cholesterol in the function and organization of G‐protein coupled receptors. Sub‐Cellular Biochemistry, 51, 439–466.2021355410.1007/978-90-481-8622-8_16

[jev212042-bib-0035] Pantel, K. (2010). Bone marrow micrometastasis and circulating tumor cells in cancer patients. Tumor Biology, 31, S2–S2.

[jev212042-bib-0036] Peinado, H. , Alečković, M. , Lavotshkin, S. , Matei, I. , Costa‐Silva, B. , Moreno‐Bueno, G. , … Lyden, D. (2012). Melanoma exosomes educate bone marrow progenitor cells toward a pro‐metastatic phenotype through MET. Nature Medicine, 18(6), 883–891.10.1038/nm.2753PMC364529122635005

[jev212042-bib-0037] Peinado, H. , Zhang, H. Y. , Matei, I. R. , Costa‐Silva, B. , Hoshino, A. , Rodrigues, G. , … Lyden, D. (2017). Pre‐metastatic niches: organ‐specific homes for metastases. Nature Reviews Cancer, 17(5), 302–317.2830390510.1038/nrc.2017.6

[jev212042-bib-0038] Platz, E. A. , Clinton, S. K. , & Giovannucci, E. (2008). Association between plasma cholesterol and prostate cancer in the PSA era. International Journal of Cancer, 123(7), 1693–1698.1864618610.1002/ijc.23715PMC2536746

[jev212042-bib-0039] Platz, E. A. , Till, C. , Goodman, P. J. , Parnes, H. L. , Figg, W. D. , Albanes, D. , … Kristal, A. R. (2009). Men with low serum cholesterol have a lower risk of high‐grade prostate cancer in the placebo arm of the prostate cancer prevention trial. Cancer Epidem Biomar, 18(11), 2807–2813.10.1158/1055-9965.EPI-09-0472PMC287791619887582

[jev212042-bib-0040] Plebanek, M. P. , Angeloni, N. L. , Vinokour, E. , Li, J. , Henkin, A. , Martinez‐Marin, D. , … Volpert, O. V. (2017). Pre‐metastatic cancer exosomes induce immune surveillance by patrolling monocytes at the metastatic niche. Nature Communications, 8(1), 1319.10.1038/s41467-017-01433-3PMC567306329105655

[jev212042-bib-0041] Plebanek, M. P. , Bhaumik, D. , Bryce, P. J. , & Thaxton, C. S. (2018). Scavenger receptor type B1 and lipoprotein nanoparticle inhibit myeloid‐derived suppressor cells. Molecular Cancer Therapeutics, 17(3), 686–697.2928230010.1158/1535-7163.MCT-17-0981PMC5935575

[jev212042-bib-0042] Plebanek, M. P. , Mutharasan, R. K. , Volpert, O. , Matov, A. , Gatlin, J. C. , & Thaxton, C. S. (2015). Nanoparticle targeting and cholesterol flux through scavenger receptor type B‐1 inhibits cellular exosome uptake. Scientific Reports, 5, 15724.2651185510.1038/srep15724PMC4625174

[jev212042-bib-0043] Rink, J. S. , Sun, W. , Misener, S. , Wang, J.‐J. , Zhang, Z. J. , Kibbe, M. R. , … Thaxton, C. S. (2018). Nitric oxide‐delivering high‐density lipoprotein‐like nanoparticles as a biomimetic nanotherapy for vascular diseases. Acs Applied Materials & Interfaces, 10(8), 6904–6916.2938580210.1021/acsami.7b18525PMC8495904

[jev212042-bib-0044] Roato, I. , D'Amelio, P. , Gorassini, E. , Grimaldi, A. , Bonello, L. , Fiori, C. , … Ferracini, R. (2008). Osteoclasts are active in bone forming metastases of prostate cancer patients. Plos One, 3(11), e3627.1897894310.1371/journal.pone.0003627PMC2574033

[jev212042-bib-0045] Rosen, C. J. , Ackert‐Bicknell, C. , Rodriguez, J. P. , & Pino, A. M. (2009). Marrow fat and the bone microenvironment: developmental, functional, and pathological implications. Crit Rev Eukar Gene, 19(2), 109–124.10.1615/critreveukargeneexpr.v19.i2.20PMC267460919392647

[jev212042-bib-0046] Sheng, R. , Chen, Y. , Gee, H. Y. , Stec, E. , Melowic, H. R. , Blatner, N. R. , … Cho, W. (2012). Cholesterol modulates cell signaling and protein networking by specifically interacting with PDZ domain‐containing scaffold proteins. Nature Communications, 3, 1249.10.1038/ncomms2221PMC352683623212378

[jev212042-bib-0047] Shiozawa, Y. , Eber, M. R. , Berry, J. E. , & Taichman, R. S. (2015). Bone marrow as a metastatic niche for disseminated tumor cells from solid tumors. BoneKEy Reports, 4, 689.2602936010.1038/bonekey.2015.57PMC4440229

[jev212042-bib-0048] Simons, K. , & Ehehalt, R. (2002). Cholesterol, lipid rafts, and disease. Journal of Clinical Investigation, 110(5), 597–603.10.1172/JCI16390PMC15111412208858

[jev212042-bib-0049] Smith, M. R. , Saad, F. , Coleman, R. , Shore, N. , Fizazi, K. , Tombal, B. , … Goessl, C. (2012). Denosumab and bone‐metastasis‐free survival in men with castration‐resistant prostate cancer: results of a phase 3, randomised, placebo‐controlled trial. Lancet (London, England), 379(9810), 39–46.10.1016/S0140-6736(11)61226-9PMC367187822093187

[jev212042-bib-0050] Sottnik, J. L. , & Keller, E. T. (2013). Understanding and targeting osteoclastic activity in prostate cancer bone metastases. Current Molecular Medicine, 13(4), 626–639.2306167710.2174/1566524011313040012PMC3624036

[jev212042-bib-0051] Steck, T. L. , & Lange, Y. (2018). Transverse distribution of plasma membrane bilayer cholesterol: picking sides. Traffic (Copenhagen, Denmark), 19(10), 750–760.10.1111/tra.1258629896788

[jev212042-bib-0052] Svensson, K. J. , Christianson, H. C. , Wittrup, A. , Bourseau‐Guilmain, E. , Lindqvist, E. , Svensson, L. M. , … Belting, M. (2013). Exosome uptake depends on ERK1/2‐heat shock protein 27 signaling and lipid Raft‐mediated endocytosis negatively regulated by caveolin‐1. The Journal of Biological Chemistry, 288(24), 17713–17724.2365335910.1074/jbc.M112.445403PMC3682571

[jev212042-bib-0053] Takegahara, N. , Kim, H. , Mizuno, H. , Sakaue‐Sawano, A. , Miyawaki, A. , Tomura, M. , … Choi, Y. (2016). Involvement of receptor activator of nuclear factor‐kappaB ligand (RANKL)‐induced incomplete cytokinesis in the polyploidization of osteoclasts. The Journal of Biological Chemistry, 291(7), 3439–3454.2667060810.1074/jbc.M115.677427PMC4751386

[jev212042-bib-0054] Thery, C. , Witwer, K. W. , Aikawa, E. , Alcaraz, M. J. , Anderson, J. D. , Andriantsitohaina, R. , & … Zuba‐Surma, E. K. (2018). Minimal information for studies of extracellular vesicles 2018 (MISEV2018): a position statement of the International Society for Extracellular Vesicles and update of the MISEV2014 guidelines. J Extracell Vesicles, 7(1), 1535750.3063709410.1080/20013078.2018.1535750PMC6322352

[jev212042-bib-0055] Thysell, E. , Surowiec, I. , Hornberg, E. , Crnalic, S. , Widmark, A. , Johansson, A. I. , … Wikstrom, P. (2010). Metabolomic characterization of human prostate cancer bone metastases reveals increased levels of cholesterol. Plos One, 5(12), e14175.2115197210.1371/journal.pone.0014175PMC2997052

[jev212042-bib-0056] Van Hemelrijck, M. , Walldius, G. , Jungner, I. , Hammar, N. , Garmo, H. , Binda, E. , … Holmberg, L. (2011). Low levels of apolipoprotein A‐I and HDL are associated with risk of prostate cancer in the Swedish AMORIS study. Cancer Cause Control, 22(7), 1011–1019.10.1007/s10552-011-9774-z21562751

[jev212042-bib-0057] Wang, H. F. , Leng, Y. M. , & Gong, Y. P. (2018). Bone marrow fat and hematopoiesis. Front Endocrinol, 9, 694.10.3389/fendo.2018.00694PMC628018630546345

[jev212042-bib-0058] Weidle, U. H. , Birzele, F. , Kollmorgen, G. , & Ruger, R. (2016). Molecular mechanisms of bone metastasis. Cancer Genomics & Proteomics, 13(1), 1–12.26708594

[jev212042-bib-0059] Yang, S. , Damiano, M. G. , Zhang, H. , Tripathy, S. , Luthi, A. J. , Rink, J. S. , … Thaxton, C. S. (2013). Biomimetic, synthetic HDL nanostructures for lymphoma. Proceedings of the National Academy of Sciences of the United States of America, 110(7), 2511–2516.2334544210.1073/pnas.1213657110PMC3574906

[jev212042-bib-0060] Yu, S. H. , Liu, C. R. , Su, K. H. , Wang, J. H. , Liu, Y. L. , Zhang, L. M. , … Zhang, H. G. (2007). Tumor exosomes inhibit differentiation of bone marrow dendritic cells. Journal of Immunology, 178(11), 6867–6875.10.4049/jimmunol.178.11.686717513735

[jev212042-bib-0061] Zheng, H. , Li, W. , & Kang, Y. (2016). Tumor‐stroma interactions in bone metastasis: molecular mechanisms and therapeutic implications. Cold Spring Harbor Symposia on Quantitative Biology, 81, 151–161.2838143910.1101/sqb.2016.81.030775

How the deposited data were processed for this re-analysis (not part of the article)

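Gene expression was measured by stranded total RNA-seq in CD11b+ bone marrow cells from 9 mice, 3 each given PBS, EnzR EVs or EnzR EVs with HDL NPs. The authors deposited raw read counts per gene for each library, made by trimming adapters, filtering poor-quality and rRNA reads, aligning to mm10 with STAR and counting with htseq-count on the UCSC annotation; the counts carry no normalization. The counts were whole numbers with totals that differed between libraries, and all libraries held the same 23337 genes. Each library's condition and replicate number came from its label and from the paper's methods, and 0 libraries were left unmapped. The dose of HDL NPs is 100 µM in the paper's methods and 1 µM in the sample labels; the groups are the same under both. Immunohistochemistry, flow cytometry and in vitro assays of the paper were not analysed here.

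Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, the default filter on low counts, which 12553 genes passed, a quasi-likelihood fit with robust estimation to all 9 libraries with 1 coefficient per condition, and Benjamini-Hochberg adjustment with a threshold of 0.05. The 3 comparisons were EnzR EVs against PBS, EnzR EVs + HDL NPs against PBS, and EnzR EVs + HDL NPs against EnzR EVs. Values for single genes are CPM scaled by the TMM factors, with the SD over 3 mice, and log2 CPM values have a prior count of 2. Single genes were also compared by two-sided exact permutation tests, whose smallest p is 0.10 for 3 against 3. DESeq2 1.42.0, with its default independent filtering and calls at an adjusted p under 0.05, and limma 3.58.1 were used as alternatives. Gene lists were tested with the camera test of limma, with an inter-gene correlation of 0.01, on voom values of the same 9 libraries, with adjustment over 16 lists; the lists hold S phase, G2/M phase, NF-kB, adhesion, wounding, interferon, cell type and cholesterol genes, were written by hand from general knowledge, and 691 of their 699 genes are in the counts. Mouse Reactome pathways from fgsea 1.28.0 with 10 to 500 tested genes, 829 in all, were tested in the same way, on the 12467 tested genes with an Entrez gene ID. Gene coordinates, transcript length and GC content came from GENCODE M21 on GRCm38, the same assembly as mm10, matched by symbol for 22872 of 23337 genes (98.0%).

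The genes named in the text are every gene the paper names for this experiment in its text or in Figure 2d and 2e, receptors and markers that the paper names elsewhere and that concern these cells, and, in each comparison, the 5 highest and the 5 lowest log2 fold changes among genes past the threshold whose groups do not overlap; as 0 genes passed by edgeR, the last part added none. Human symbols without a single mouse gene, IFIT1B and CLEC4M, were followed through all mouse genes of the family and are not among the 18 genes compared with Figure 2d. Some genes called by DESeq2 were named after their values were seen, and the text says so.

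Total counts ranged from 2575776 to 18110561, and the floor of 3 counts corresponds to between 0.166 and 1.16 CPM. Reads carry no molecular identifiers, so floors cover counting error only. PBS replicates 2 and 3 were the most similar pair of libraries within a group, and they were checked for being duplicates: their counts differed by a chi-square of 4.71 per gene, above sampling noise. Counts on Xist were low and counts on Ddx3y present in all 9 libraries, as in male mice. The fits were tested on simulated data with 200 changed genes. In these, edgeR called 87.5% of the changed genes with 6.91% of its calls false. DESeq2 called 96.5% with 13.8% false, and limma's voom 82.5% with 7.82% false. The camera test called the 1 shifted list of 50 and 0 others. The simulated genes varied independently, and no simulated library stood apart from the rest. The simulated list shift was larger than those of the S phase, G2/M phase, NF-kB, adhesion and wounding lists. The simulation therefore says nothing about correlated genes or an outlying library.

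Alternatives covered the test (DESeq2 on 9 or 6 libraries and with shrunken fold changes, limma's voom), the normalization (upper quartile, library size only), the filter on low counts (none, or at least 10 counts in every library), the fit (6 libraries only, not robust, replicate number as a block), the genes (hemoglobin, mitochondrial, ribosomal RNA and small RNA genes left out) and each replicate left out in turn. For lists they covered an estimated correlation between genes, fry, library size only, lists without the genes the paper names, the block, 6 libraries only, and Reactome. Sample quality weights, leaving out the 2 libraries with the lowest totals, and offsets for GC content and transcript length were added after seeing the data.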

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

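The tests that left out the 2 libraries with the lowest totals, and the tests of thinning outside Rn45s, of the number of detected genes and of sensory receptor counts in PBS replicate 1, were chosen after the result was seen; the other tests were written down before their values were known.

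Interferon-stimulated genes were higher in mice given EnzR EVs and HDL NPs than in PBS mice, a signal in genes the paper does not discuss for this group. The list had a shift of 0.89 on the log2 scale relative to all tested genes, with 54 of 54 genes higher (adjusted p = 4.92e-51 by limma's camera, from 1.24e-67 to 0.249 over its alternatives). Its mean log2 CPM was 6.05, 5.71 and 5.78 in these mice and 4.65, 5.16 and 5.03 in the PBS mice (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 can give). Without the genes the paper names, the list was higher in all 3 pairs of mice with the same number, by 1.43, 0.50 and 0.69. The exact sign-flip permutation test gave p = 0.25, the smallest that 3 pairs can give. With the correlation between genes estimated, the adjusted p by limma's camera was 0.138, and with fry of limma it was 0.249, so the small p-values below rest on the fixed correlation of 0.01. Reads shared between paralogs were tested on the 32 list genes without close copies, which were still higher (limma's camera, p = 4.99e-34; no exact test of these genes alone was made). A difference in depth was tested by leaving out PBS replicate 1 and EnzR EVs replicate 1 (limma's camera, p = 7.76e-69) and by scaling to library size only (limma's camera, p = 2.51e-40), and the list stayed higher in both, without an exact test of either. Offsets for GC content and transcript length left a mean log2 fold change of 0.85, against 0.88 without them. Of the 4 splits of these 6 mice that part every same-numbered pair, 1, the real one, gave a shift as large, as did 1 of all 10 splits, where the largest other shift was 0.48; this design cannot bring that share under 0.05, so the pattern cannot be told apart from a grouping of mice that arose by chance. An interferon response to the injected particles may remain as a hypothesis. After EnzR EVs alone the list had a shift of 0.66 against PBS, and the mice given HDL NPs as well had a shift of 0.23 from these; HDL NPs without EnzR EVs were given to no group.

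EnzR EVs replicate 1 carried 102 CPM on 1495 olfactory, vomeronasal and taste receptor genes (264 counts), where the other 8 libraries carried between 14.0 and 23.8 CPM. This library also stood apart in its correlation with the others, at most 0.919. Thinning all libraries to 2575776 counts gave it a mean r with the others of 0.902, against 0.954 to 0.965 for each other library, but left its depth outside Rn45s the lowest. Low depth was therefore tested again with the counts outside Rn45s thinned to 1476546 in every library; its mean r was then 0.905, against 0.952 to 0.961, and 0.882 against 0.951 to 0.969 at full depth, so depth accounts for part of the distance at most. GC content had a Spearman rho across genes of 0.232 with its log2 ratio to the other EnzR EV libraries, and in the other libraries this ranged from −0.314 to 0.176; transcript length had a rho of 0.0571. Its 10 most abundant genes took 47.5% of its counts, against 14.8% to 29.0% elsewhere, and with these genes left out its mean r was 0.880; as 10 of 12553 genes cannot move r by much in any library, this test says nothing about ribosomal RNA, which stays open beyond the depth it takes. PBS replicate 1, with the next largest share of Rn45s, had 15.2 CPM on the receptor genes, within the range of the other libraries. After thinning to the same total, 14879 genes had at least 1 count in EnzR EVs replicate 1, against 13179 to 13658 in the others. Counts spread over more genes, sensory receptor genes among them, are consistent with genomic DNA in the library, which remains a candidate explanation for why it stands apart, next to its share of ribosomal RNA. A mislabelled sample and reads from other cell types or organisms were not tested for it. As the other EnzR EV mice had 14.0 and 17.5 CPM on these genes, the condition gives no biological explanation.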

How the results depend on the processing

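All alternatives were chosen before the data were examined, apart from sample quality weights, leaving out the 2 libraries with the lowest totals (PBS replicate 1 and EnzR EVs replicate 1), and offsets for GC content and transcript length, which were added after seeing the data. The pair of libraries was chosen after fits without either or both had been compared, and after seeing that fits without both called more genes, more genes of Fig. 2d among them, and that DESeq2 with shrinkage came nearer to some of its log2 fold changes, so their values are not independent of the paper's and show no stability; edgeR and DESeq2 without shrinkage moved farther from these for every gene but Atf3, as for Lipg EnzR EVs against PBS (3.77 and 3.78). Where a cause is not given, the cause was not tested.

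Genes changed by EnzR EVs against PBS numbered 0 by edgeR (436 at an unadjusted p under 0.05). DESeq2 called 8 on all 9 libraries, 4 on the 6 compared and 13 with shrunken fold changes; edgeR called 1 without a filter and 1 with the replicate block, and from 0 to 2 across the 6 fits that each left out one replicate. Of the settings added later, quality weights gave 1990, edgeR without the 2 libraries 5, DESeq2 without them 95 with and 95 without shrinkage, and the block with GC and length offsets 1. All 8 genes called by DESeq2 were among the 1990 and among the 95 of each. Against PBS, the mice with HDL NPs had 0 genes by edgeR (268 at an unadjusted p under 0.05), and 7, 57 and 2 by DESeq2 on 9 libraries, on 6 and with shrinkage; the later settings gave 10 with weights, and 35 and 29 with DESeq2 without the 2 libraries. Against EnzR EVs they had 0 (1325 at an unadjusted p under 0.05), then 1, 13 and 1 by DESeq2 and 1 by edgeR on 6 libraries; the later settings gave 653 with weights, 1 with edgeR and 49 and 50 with DESeq2 without the 2 libraries. Leaving out one replicate gave 0 in both.

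Thbs1 kept its direction in all 24 alternatives for each of the 3 comparisons. In Thbs1 EnzR EVs against PBS it passed the threshold with DESeq2 on 9 libraries (−1.37), on 6 (−1.37) and with shrinkage (−1.16), and, in settings added later, with weights (−1.56) and without the 2 libraries by edgeR (−1.54) and by DESeq2 without (−1.54) and with shrinkage (−1.24). In Thbs1 EnzR EVs + HDL NPs against EnzR EVs it passed with DESeq2 on 6 libraries (1.02) and, in settings added later, with weights (1.02) and with DESeq2 without the 2 libraries (0.98, and 0.79 with shrinkage), with 0.84 to 1.11 across fits that left out one replicate; for EnzR EVs + HDL NPs against PBS that range was −0.57 to −0.23.

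Vcan EnzR EVs against PBS was higher in all 24 alternatives (0.77 to 1.46 with one replicate left out) and passed the threshold only in settings added later, with weights (1.24) and with DESeq2 without the 2 libraries (1.71, and 1.08 with shrinkage). Vcan EnzR EVs + HDL NPs against PBS passed with DESeq2 on 6 libraries (1.31) and, later, with weights (1.38) and with DESeq2 without the 2 libraries (1.57, and 1.02 with shrinkage); with one replicate left out it ranged from 1.12 to 1.56. Vcan EnzR EVs + HDL NPs against EnzR EVs changed sign without the 2 libraries (−0.15 by edgeR, −0.14 by DESeq2, −0.062 with shrinkage), with GC and length offsets (−0.062, and −0.094 with the block as well), and ranged from −0.15 to 0.53 with one replicate left out.

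Of the lists, 14 of 16 passed for EnzR EVs against PBS, from 12 to 15 with one replicate left out, 0 with the correlation estimated and 0 with fry; of Reactome pathways 123 passed. The lists at the paper's processes kept their shifts of 0.22 (S phase), 0.23 (G2/M phase), −0.21 (NF-kB), −0.16 (adhesion) and −0.22 (wounding) under those 2 tests, which change the p only, and lost their side of the threshold in both. With one replicate left out, adhesion ranged from −0.22 to −0.067 and G2/M phase from 0.13 to 0.30, each once on the other side of the threshold. Wounding ranged from −0.38 to −0.11 in the same fits. For EnzR EVs + HDL NPs against EnzR EVs, 4 lists passed, 0 with the correlation estimated and 0 with fry, 8 with the block, 4 to 7 with one replicate left out, and 10 Reactome pathways.

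Single genes other than Thbs1 and Vcan gave 804 values for 34 results, of which 687 kept direction and side of the threshold, 97 passed it anew and 20 changed sign. These were Gm14446 EnzR EVs against PBS (−0.068 with weights, −0.42 to 0.99 with one replicate left out), Scarb1 EnzR EVs against PBS (0.071, 0.073 and 0.055 without the 2 libraries by edgeR, DESeq2 and with shrinkage; −0.52 to 0.080), Itgam EnzR EVs against PBS (−0.15 with library size only, −0.018 without a filter, −0.067 with weights; −0.10 to 0.13) and Ly6c2 EnzR EVs against PBS (−1.14 to 0.10). Hspa1b EnzR EVs + HDL NPs against EnzR EVs changed sign with shrinkage (−0.00057), with the block (−0.14) and without the 2 libraries (−0.029, −0.028 and −0.10), and ranged from −0.029 to 0.29. Other lists gave 238 values for 17 results, of which 181 were the same, 31 lost the threshold, 16 passed it anew and 10 changed sign. Those were monocyte (0.039 without the 2 libraries, −0.39 to 0.047 with one replicate left out), immature neutrophil granule (0.11, −0.23 to 0.20), cholesterol synthesis (−0.098 to 0.24) and mature neutrophil (−0.48 to 0.041) for EnzR EVs against PBS, and wounding for EnzR EVs + HDL NPs against EnzR EVs (−0.026 with weights).

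Scaling by library size only moved the median log2 fold change of all genes to −0.18 for EnzR EVs against PBS and to 0.24 for EnzR EVs + HDL NPs against EnzR EVs, from −0.027 and 0.033. The filter of at least 10 counts in every library gave no value for Cd209f, Ppbp, Itga8 and other genes with low counts. The position of the HDL NP group on genes changed by EnzR EVs has no value by edgeR, as 0 genes were called, and too few genes were chosen without replicate 3 to measure it there. Depth limits genes near the floor of 1.16 CPM in EnzR EVs replicate 1.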

Differences from the paper's values

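No test of a cause was made here; settings without the 2 libraries with the lowest totals and with quality weights were chosen after seeing the values, and the first of these after seeing that they called more genes of Fig. 2d and, with DESeq2's shrinkage, came nearer to some of its log2 fold changes, so that they reach the paper's values is no evidence for how those were made. Of 18 genes of Fig. 2d compared, 3 differed from the paper by more than the spread between mice.

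The log2 fold change of Cd209f was −2.48, against the paper's value of about −0.96 in Fig. 2d, read by eye. It rests on counts near the floor, 1, 12 and 8 in the EnzR EV mice and 4 in PBS replicate 1. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes (−0.78) and leaving out PBS replicate 3 (−1.75) closed the gap, and the others that gave a value did not; DESeq2 with shrinkage without the 2 libraries, chosen after seeing the values, gave −0.99. For Atf3 it was −1.26, against the paper's about −0.94 in Fig. 2d, read by eye. DESeq2 with shrunken fold changes (−1.07) and leaving out EnzR EVs replicate 3 (−1.15) closed this gap among the alternatives set before the data were examined, no other did, and DESeq2 with shrinkage without the 2 libraries, chosen after seeing the values, gave −0.91. For Irf4 it was −1.35, against the paper's about −0.85 in Fig. 2d, read by eye. Only DESeq2 with shrunken fold changes (−1.08) closed this gap among the alternatives set before the data were examined, and the same setting without the 2 libraries, chosen after seeing the values, gave −0.89. Shrinkage also opened differences that edgeR did not have: DESeq2 with shrunken fold changes gave 1.17 for Lipg EnzR EVs against PBS (about 2.5 in Fig. 2d), 0.69 for Steap4 EnzR EVs against PBS (about 1.7 in Fig. 2d) and −0.58 for Alas2 EnzR EVs against PBS (about −1.2 in Fig. 2d), and without the 2 libraries it gave 0.52 for Ifitm1 EnzR EVs against PBS (about 1.1 in Fig. 2d) and −0.38 for Alas2.

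The paper ranks Thbs1 first by significance among lower genes. Here edgeR gave it an adjusted p of 0.449 and gave Atf3 a smaller p. DESeq2 called it on 9 libraries (adjusted p = 3.86e-05), on the 6 compared (adjusted p = 4.91e-04) and with shrinkage (adjusted p = 3.59e-05). Settings chosen after seeing the values called it too, with limma's quality weights (adjusted p = 1.77e-04), edgeR without the 2 libraries (adjusted p = 0.0382), and DESeq2 without them (adjusted p = 1.92e-11, and 2.29e-11 with shrinkage); over all alternatives with edgeR, DESeq2 and limma the range was 1.92e-11 to 1.00.

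The paper reports Vcan as significantly higher after EnzR EVs. Here its adjusted p was 0.928 by edgeR, from 1.34e-05 to 1.00 over the alternatives. It was called only in settings chosen after seeing the values: limma's quality weights (adjusted p = 0.0130), DESeq2 without the 2 libraries (adjusted p = 1.34e-05) and the same with shrinkage (adjusted p = 3.00e-05).

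The paper states that HDL NPs prevented the fall of Thbs1. The log2 fold change of Thbs1 EnzR EVs + HDL NPs against EnzR EVs was 1.02, in that direction, with an adjusted p of 0.461 by edgeR (5.66e-05 to 0.801 over the alternatives). DESeq2 on the 6 libraries called it (adjusted p = 0.00201), as did, in settings chosen after seeing the values, limma's quality weights (adjusted p = 0.0474) and DESeq2 without the 2 libraries (adjusted p = 5.66e-05, and 1.24e-04 with shrinkage). The EnzR EV mice are shared with the comparison in which Thbs1 was picked as low, so its rise is not independent of its fall.

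The paper gives NF-κB activity as higher after EnzR EVs. The hand-written list of NF-kB target genes was lower, with a shift of −0.21, and was negative in every alternative run (−0.44 to −0.12). The paper used Gene Ontology terms, which were not available here, so the lists of genes are not the same.

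Of the 18 genes of Fig. 2d, edgeR called 0 (17 at an unadjusted p under 0.05). DESeq2 called 4 on 9 libraries (Thbs1, Atf3, Irf4 and Rsad2), 3 on 6 libraries (Atf3, Rsad2 and Thbs1) and 6 with shrinkage, which added Lipg and Ptgs2, and edgeR without PBS replicate 1 called Lipg. In settings chosen after seeing the values, quality weights called 17, edgeR without the 2 libraries 4, and DESeq2 without them 15, with or without shrinkage. No setting called Ppbp.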

Other observations

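The tests of interferon-stimulated genes after EnzR EVs without the 2 libraries with the lowest totals, of the early-response and platelet lists with HDL NPs, of the platelet list within groups and of LXR targets, were chosen after the result was seen; the other tests were written down before their values were known.

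The 6 mice of each comparison can be split into 3 and 3 in 10 ways, of which 4 part every pair of mice with the same replicate number, as the real groups do; the others keep some such pairs together. Neither number of splits can show a share under 0.05. With a real count of 0, every split gives at least as many, so the comparison of edgeR's calls was fixed in advance and shows nothing. For EnzR EVs against PBS, all 4 gave at least as many genes by edgeR as the real 0. DESeq2's 8 calls were reached by 1 of the 4, the real one, and by 2 of all 10; the 436 genes at an unadjusted p under 0.05 by 1 of the 4 and 4 of all 10; and the 14 lists by 1 of the 4 and 1 of all 10. Shifts of the S phase and G2/M phase lists that were both as large came in 2 of the 4. For EnzR EVs + HDL NPs against PBS, all 4 splits gave as many genes by edgeR as the real 0; the 268 genes at an unadjusted p under 0.05 were reached by 1 of the 4 and 3 of all 10, and DESeq2's 7 calls were reached by 1 of the 4 and 1 of all 10. For EnzR EVs + HDL NPs against EnzR EVs, all 4 gave as many genes by edgeR as the real 0; the 1325 genes at an unadjusted p under 0.05 were reached by 1 of the 4 and 2 of all 10, and all 4 gave as many lists as the real 4. The groups did not overlap for 1653 genes (13.2%) and 2205 genes (17.6%) in these comparisons, against 10% by chance. None of these counts can be told apart from a grouping that arose by chance.

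The split with the most calls sets PBS replicate 1 and EnzR EVs replicates 1 and 3 against the other 3 libraries of those groups. These 3 libraries have the largest shares of Rn45s and also the lowest totals (6006087, 2575776 and 8554487 counts). The split gave 2617 genes by edgeR and 3191 by DESeq2, against 0 and 8 for the real groups. It cannot tell the share of Rn45s from depth. As 2 of these 3 libraries are EnzR EV mice, neither can be fully told apart from the condition in this comparison. The first principal component took 63.4% of the variance and the second 12.5%.

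Thbs1 is an early-response gene and is made by platelets, so its fall might come from cell isolation or from fewer platelets among the selected cells. The early-response list, without the genes the paper names, was lower after EnzR EVs (39 genes, limma's camera, p = 2.33e-05, adjusted p up to 0.277 over the alternatives of the full list), in all 3 pairs of mice with the same number (sign-flip permutation p = 0.25, the smallest that 3 pairs can give). Within groups, its mean log2 CPM and that of Thbs1 had a Pearson r of −0.483 over 9 mice (permutation p = 0.259), a Spearman rho of −0.3 (permutation p = 0.495), and r = 0.110 without the 2 mice farthest from the median. These deviations show no positive relation. With HDL NPs the list stayed low (shift −0.43 against PBS, limma's camera, p = 9.46e-10, and exact permutation p of its mean 0.1). It was no higher than with EnzR EVs alone (shift −0.15, 19 of 39 genes higher, limma's camera, p = 0.271, and exact permutation p of its mean 0.4), while Thbs1 was higher by 1.02. In pairs of mice with the same number, the list was lower in 2 of 3 (−0.78, 0.20 and −0.0064, sign-flip permutation p = 0.75). The largest of these falls involves EnzR EVs replicate 1. With the genes the paper names included, its shift was −0.088, with 22 of 42 genes higher (limma's camera, p = 0.914). Of the genes the paper names, Ptgs2 and Atf3 fell after EnzR EVs, with log2 fold changes of −0.998 and −1.26. Both were higher with HDL NPs than with EnzR EVs alone, by 0.934 and 0.532, as Thbs1 was. The list as a whole did not rise with Thbs1, which goes against the hypothesis of cell isolation. As Ptgs2 and Atf3 did rise and the pairs disagree, that hypothesis is not excluded. The platelet and megakaryocyte list was lower (29 genes, limma's camera, p = 0.00426), with an exact permutation p of its mean of 0.5 for 3 mice against 3, and was lower in all 3 pairs of mice with the same number (sign-flip permutation p = 0.25). Within groups, its mean log2 CPM and that of Thbs1 rose together, as a contribution of platelets to Thbs1 would give. The Pearson r over 9 mice was 0.740 (permutation p = 0.0463), the Spearman rho was 0.733 (permutation p = 0.0463), and r was 0.814 without the 2 mice farthest from the median. With the genes the paper names included, the mean of the list rose from replicate 1 to replicate 3 in every group. Thbs1 was lowest in replicate 1 of every group, so the relation can also come from whatever the replicate numbers mark. Relative to all genes the list was about as low with HDL NPs (shift −0.33 against PBS, limma's camera, p = 0.0144; exact permutation p of its mean 0.7), with a shift of 0.024 from EnzR EVs alone (limma's camera, p = 0.541; exact permutation p of its mean 0.8), while Thbs1 rose. Without that reference it was higher with HDL NPs than with EnzR EVs alone in 2 of 3 pairs of mice with the same number (0.26, 0.32 and −0.15; sign-flip permutation p = 0.5). Platelets may account for part of the differences between mice, and the hypothesis stays open.

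Lists for cell types were lower along with genes of Fig. 2d. The erythroid list without the genes the paper names had a shift of −0.67 (33 genes, limma's camera, p = 7.25e-11; exact permutation p of its mean 0.2), which is consistent with fewer erythroid cells behind the fall of Alas2. The bone marrow macrophage list had a shift of −0.61 (33 genes, limma's camera, p = 5.74e-16; exact permutation p of its mean 0.2), which is consistent with fewer macrophages behind the fall of Cd5l and Cd209f. The largest fall was that of the lymphoid and plasma cell list, with a shift of −0.83 (29 genes, 4 of them higher, limma's camera, p = 7.11e-08; exact permutation p of its mean 0.2); Irf4, which belongs to the full list, fell too, and no test of a cause was made for it. These exact tests compare 3 mice with 3, and with fry of limma the adjusted p of the 3 full lists was 0.277, but neither test uses the replicate numbers. In pairs of mice with the same number, the macrophage list (−0.63, −0.40 and −1.21) and the lymphoid list (−0.64, −0.64 and −0.92) were lower in all 3 (sign-flip permutation p = 0.25 for each, the smallest that 3 pairs can give) and the erythroid list in 2 of 3 (0.015, −0.71 and −0.87; p = 0.5), so 3 mice per group leave these falls open. Cell composition was not measured, so a change in gene expression within the cells cannot be told apart from a change in composition.

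More monocytes among the selected cells might raise Vcan, but the monocyte list without it was lower (shift −0.16, limma's camera, p = 3.21e-04; exact permutation p of its mean 0.4), opposite to that hypothesis, except without EnzR EVs replicate 1 and in the setting without the 2 libraries with the lowest totals, where it changed sign. More immature granulocytes might raise cell cycle genes, but in the fit to all 9 libraries the immature neutrophil granule list had a shift of −0.015 (limma's camera, p = 0.360; exact permutation p of its mean 0.8). This depends on the mice: with one replicate left out the shift ran from −0.23 to 0.20, it changed sign in 4 of 14 settings, and without EnzR EVs replicate 1 the list passed the threshold as higher, while the mature neutrophil list was not lower there (shift 0.041), so the hypothesis stays open. Cholesterol drawn from the cells by HDL NPs might raise cholesterol synthesis genes, but that list was lower with HDL NPs than with EnzR EVs alone (shift −0.26, 7 of 27 genes higher, limma's camera, p = 0.0200, adjusted p = 0.0557; exact permutation p of its mean 0.2), in all 3 pairs of mice with the same number. The mean of LXR targets, which would fall with a loss of cholesterol, was lower in all 3 of these pairs too, by 0.034, 0.051 and 0.035. These targets had a shift of −0.10, with 10 of 17 genes higher (limma's camera, p = 0.726, and exact permutation p of the mean 0.5). Against PBS their shift was −0.37 with HDL NPs (limma's camera, p = 1.45e-06; exact permutation p of its mean 0.1) and −0.27 with EnzR EVs alone (limma's camera, p = 1.40e-04; exact permutation p of its mean 0.1), the only list of the 16 whose mean separated EnzR EVs from PBS, so most of this fall was present without HDL NPs. The means of the 2 lists point in different directions on this hypothesis, but most LXR targets were not lower than with EnzR EVs alone. In a separate experiment, the paper measured less cholesterol in total marrow cells and in monocytes, at a shorter time after HDL NPs. Here marrow was taken 24 h after the final injection, which was of EnzR EVs, so an earlier response of these genes could be missed. These lists do not bear on the measured loss itself, and whether the genes respond to it stays open.

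Interferon-stimulated genes were also higher after EnzR EVs alone, with a shift of 0.66 (52 of 54 genes higher, adjusted p = 9.34e-24 by limma's camera, 5.80e-55 to 0.285 over the alternatives), and the shift ranged from 0.19 to 0.88 with one replicate left out. Their mean log2 CPM was 4.45, 6.13 and 5.44 in the EnzR EV mice, one of which was below all PBS mice (two-sided exact permutation test without the genes the paper names, 3 mice against 3, p = 0.6). Without the 2 libraries with the lowest totals the list was still higher (limma's camera, p = 3.00e-34; no exact test was made with the remaining mice). The difference from the mice given HDL NPs as well was a shift of 0.23 (41 of 54 genes higher, adjusted p = 0.0193 by limma's camera).

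On the 8 genes called by DESeq2, the group with HDL NPs had a median position of 0.617, from 0.256 to 1.08, where 0 is the PBS level and 1 the EnzR EV level. The same mice chose these genes and measured the position. Genes were therefore also chosen without 1 replicate of PBS and EnzR EVs, by edgeR at an unadjusted p under 0.001, and measured on that replicate. The median was −0.133 on replicate 1 (53 genes) and 0.871 on replicate 2 (4 genes). Each rests on 1 PBS mouse and 1 EnzR EV mouse, whose difference was not required to keep its direction. As the genes differ too, these medians are no separate test of the 0.617. In EnzR EVs + HDL NPs against PBS, Reactome's Interferon gamma signaling had the smallest p (69 genes, shift 0.38, adjusted p = 6.93e-10 by limma's camera), and in EnzR EVs + HDL NPs against EnzR EVs it was Respiratory electron transport (63 genes, shift −0.23, adjusted p = 4.89e-04 by limma's camera).

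Counts on hemoglobin genes were 0% of the total in 8 libraries and 1.94e-04% in EnzR EVs replicate 1, while Rn45s remained after the authors' filter on rRNA reads. Alas2 and other erythroid genes were counted. The paper names no filter on globin reads, and whether one was applied is not known. The hemoglobin counts therefore say nothing about erythroid cells.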
